# Lipid remodeling in response to methionine stress in MDA-MBA-468 triple-negative breast cancer cells

**DOI:** 10.1016/j.jlr.2021.100056

**Published:** 2021-02-26

**Authors:** Stacey L. Borrego, Johannes Fahrmann, Jue Hou, Da-Wei Lin, Bruce J. Tromberg, Oliver Fiehn, Peter Kaiser

**Keywords:** cancer metabolism, homocysteine, methionine, methionine stress, lipid metabolism, lipid droplets, phospholipids, fatty acid metabolism, triglycerides, ASNS, asparagine synthetase, CARS, coherent anti-Stokes Raman scattering, CHOP, C/EBP Homologous Protein, DAG, diacyglycerol, Hcy, homocysteine, MB468, shortened for MDA-MB-468 triple negative breast cancer cells, MB468res-R8, Resistant cell line derived from MB468, also referred to as “R8”, Met, methionine, MS, methionine synthase, PC, phosphatidylcholine, PE, phosphatidylethanolamine, SAH, S-adenosylhomocysteine, SAM, S-adenosylmethionine, SRS, stimulated Raman scattering, UPR, unfolded protein response

## Abstract

Methionine (Met) is an essential amino acid and critical precursor to the cellular methyl donor S-adenosylmethionine. Unlike nontransformed cells, cancer cells have a unique metabolic requirement for Met and are unable to proliferate in growth media where Met is replaced with its metabolic precursor, homocysteine. This metabolic vulnerability is common among cancer cells regardless of tissue origin and is known as “methionine dependence”, “methionine stress sensitivity”, or the Hoffman effect. The response of lipids to Met stress, however, is not well-understood. Using mass spectroscopy, label-free vibrational microscopy, and next-generation sequencing, we characterize the response of lipids to Met stress in the triple-negative breast cancer cell line MDA-MB-468 and its Met stress insensitive derivative, MDA-MB-468res-R8. Lipidome analysis identified an immediate, global decrease in lipid abundances with the exception of triglycerides and an increase in lipid droplets in response to Met stress specifically in MDA-MB-468 cells. Furthermore, specific gene expression changes were observed as a secondary response to Met stress in MDA-MB-468, resulting in a downregulation of fatty acid metabolic genes and an upregulation of genes in the unfolded protein response pathway. We conclude that the extensive changes in lipid abundance during Met stress is a direct consequence of the modified metabolic profile previously described in Met stress–sensitive cells. The changes in lipid abundance likely results in changes in membrane composition inducing the unfolded protein response we observe.

Methionine (Met) metabolism is an integral aspect in cellular function and is particularly important in cancer. Cancer cells that cannot proliferate in growth medium when Met is replaced with its metabolic precursor, homocysteine (Hcy), have been characterized as being “methionine dependent” or “methionine sensitive” (1). Previous studies indicate that cancer cells that become resistant to Met stress or “methionine independent”, lose their transformed phenotype (2, 3, 4). Just as other metabolic alterations have been recognized as signatures of transformed cells, Met metabolism is a unique metabolic requirement of cancer and is referred to as the Hoffman effect (1, 5, 6).

Methionine is an essential metabolite and is the precursor to S-adenosylmethionine (SAM), the principal methyl donor in the cell. SAM serves as a co-factor for a variety of methyltransferases that catalyze methylation events on DNA, RNA, proteins, and lipids (7). After donating its methyl group, SAM is converted into S-adenosylhomocysteine and further processed to Hcy. At this point, Hcy can be catabolized in the transsulfuration pathway or methylated to regenerate Met by way of methionine synthase and 5-methyltetrahydrafolate or betaine homocysteine methyltransferase and betaine, a product of choline. Both SAM and betaine are direct components of Met metabolism and closely linked to phospholipid processing.

Phosphatidylcholine (PC) and phosphatidylethanolamine (PE) are the two most abundant lipid species in the cell and play an important structural role in cell membranes. Both PC and PE can be synthesized de novo through the two branches of the Kennedy pathway referred to as the CDP-choline and CDP-ethanolamine pathways, respectively (8, 9). In normal cells, the majority of PC is synthesized through the CDP-choline pathway. Choline links Met and PE metabolism as it is a precursor of betaine, which can regenerate Met by way of betaine homocysteine methyltransferase, and it can be regenerated by PC catabolism via phospholipase D (10). Interestingly, both choline and PC levels have been shown to be aberrantly upregulated in cancer along with many of their associated enzymes including phospholipase D (11, 12, 13, 14). In a less prominent pathway for PC synthesis, SAM is necessary for three sequential methylations on PE by the enzyme phosphatidylethanolamine N-methyltransferase (15, 16). In both human and yeast studies, atypical Hcy or S-adenosylhomocysteine levels lead to deregulation of phospholipid and triglyceride lipid metabolism (17, 18). The level in which these two pathways can influence each other indicate a tight balance between Met metabolism components and lipid synthesis.

The connection between Met and lipid metabolic pathways have been extensively researched in the context of liver dysfunction and heart disease in the presence of high Hcy levels. Recent work has extended these studies to different types of cancers of varying malignancy, and thus, the role of lipid metabolism and its connection to the Met pathway is becoming more clear in tumor progression and metastasis (13, 14, 19). In a continued effort to understand the metabolic response during Met stress, we performed lipidomic analyses in parallel to the untargeted metabolic and stable isotope-tracing study previously reported (4). Using the Met-dependent, triple negative breast cancer cell line MDA-MB-468 (MB468) and its Met-independent derived clone MDA-MB-468res-R8 (MB468res-R8 or R8), we have characterized the dynamic lipid response in cancer cells during Met stress.

## Materials and methods

### Cell lines, growth conditions, and treatments

MB468 and MB468res-R8 cell lines were maintained in DMEM (Sigma-Aldrich, D0422) supplemented with 10% dialyzed FBS (Omega Scientific), 1.5 μM cyanocobalamin (vitamin B12), 4 mM L-glutamine, 100 μM L-cysteine (Fisher Scientific), and 100 μM L-methionine (Sigma-Aldrich). In the case of methionine-free media, 370 μM DL-homocysteine (Sigma-Aldrich) was added in the absence of methionine.

To induce ER stress, MB468 and MB468res-R8 cells were treated with the 1 μM thapsigargin (Sigma-Aldrich, T9033) for 4 h. To inhibit PERK activation, cells were treated with 1 μM GSK2656157 (Millipore Sigma, 5.04651.0001) 1 h before media switch or thapsigargin treatment and replaced in the new media.

### Lipidome analysis

Lipidome analysis was performed by collecting 5 × 10^6^ cells per sample—pellet weights were measured for additional normalization. Each time point includes four biological replicates. Cell lysates were extracted as previously described (20). Briefly, 225 μl of chilled methanol containing an internal standard mixture [PE (17:0/17:0); PG (17:0/17:0); PC (17:0/0:0); C17 Spingosine; C17 Ceramide; SM (d18:0/17:0); Palmitic Acid-d3; PC (12:0/13:0); Cholesterol-d7; TG (17:0/17:1/17:0)-d5; DG (12:0/12:0/0:0); DG (18:half:0/0:0); MG (17:0/0:0/0:0); PE (17:1/0:0); LPC (17:0); LPE (17:1)] and 750 μl of chilled methyl tertiary butyl ether (Sigma-Aldrich) containing the internal standard 22:1 cholesteryl ester was added to cell lysates. Isotopically labeled internal standards included deuterated (d)-palmitate-d3, cholesterol-d7, and TG(17:0/17:0/17:0)-d5. Remaining lipid standards were selected as these were not identified in human plasmas during method development. We note that internal standards were used for normalization purposes and to correct for retention time drift, thereby increasing accuracy of annotations. Samples were shaken for 6 min at 4°C using an Orbital Mixing Chilling/Heating Plate (Torrey Pines Scientific Instruments) followed by the addition of 188 μl of room temperature distilled water. Samples were vortexed, centrifuged, the upper layer transferred to a new 1.5 ml microcentrifuge tube, and subsequently dried to completeness under reduced pressure. Upon complete dryness, samples were resuspended in methanol:toluene (90:10) with 50 ng/ml 12-[[(cyclohexylamino)carbonyl]amino]-dodecanoic acid (Cayman Chemical).

Lipid extracts were subsequently analyzed on an Agilent 1290A Infinity Ultra High Performance Liquid Chromatography system with an Agilent Accurate Mass-6530-QTOF in both positive and negative mode. The column (65°C) was a Waters Acquity UPLC CSH C18 (100 mm length × 2.1 mm internal diameter; 1.7 μM particles) containing a Waters Acquity VanGuard CSH C18 1.7 μM pre-column. The solvent system included A) 60:40 v/v acetonitrile:water (LCMS grade) containing 10 mM ammonium formate and 0.1% formic acid and B) 90:10 v/v isopropanol:acetonitrile containing 10 mM ammonium formate and 0.1% formic acid. The gradient started from 0 min 15% (B), 0–2 min 30% (B), 2–2.5 min 48% (B), 2.5–11 min 82% (B), 11–11.5 min 99% (B), 11.5–12 min 99% (B), 12–12.1 min 15% (B), and 12.1–15 min 15% (B). The flow rate was 0.6 ml/min and with an injection volume of 1 μl for ESI (+) and 5 μl for ESI (−) mode acquisition. ESI capillary voltage was +3.5 kV and −3.5 kV with collision energies of 25 eV and 40 eV for MS/MS collection in positive and negative acquisition modes, respectively. Data were collected at a mass range of m/z 60–1,700 Da with a spectral acquisition speed of 2 spectra per second. Method blanks and pooled bioreclamation plasma samples were included to serve as additional quality controls.

Data were processed using MZmine 2.10. All peak intensities are representative of peak heights. Peaks were annotated by matching experimental accurate mass MS/MS spectra to MS/MS libraries including Metlin-MSMS, NIST12, and LipidBlast (2). Spectral matching was automated using the MSPepSearch tool and manually curated using the NIST Mass Spectral Search Program v.2.0g. Metabolite libraries were created, in positive and negative ionization modes, containing all confirmed identified compounds. MZmine's Custom database search tool was used to assign annotations based on accurate mass and retention time matching using a m/z tolerance of 10 ppm and a RT tolerance of 0.1 min.

### Coherent anti-Stokes Raman scattering/stimulated Raman scattering microscopy

MB468 and MB468res-R8 cells were seeded at 200,000 cells per plate, 24 h before the start of the experiment in 35 mm glass bottom dishes (Fisher Scientific, NC9268399). Cells were rinsed twice with PBS before a media switch to methionine media (Met+) or homocysteine media (Met-Hcy+) for 0, 0.5, 2, 4, or 12 h. Cells were fixed before imaging by washing twice with PBS, treating with a 4% formaldehyde/PBS solution for 20 min at room temperature, washing with PBS three times, and storing cells at 4°C in PBS.

For lipid labeling experiments, MB468 and MB468res-R8 cells were seeded in 35 mm glass bottom dishes at 350,000 cells per plate, 12 h before the start of the experimental time course. Cells were cultured in either *unlabeled glucose media* or *labeled glucose media* prepared with 100 μM L-methionine or 370 μM DL-homocysteine. *Unlabeled glucose media* contains 4.5 g/L of glucose, and *labeled glucose media* contains 4.5 g/L of D-glucose-1,2,3,4,5,6,7-d_7_ (Sigma-Aldrich, 552003). Recipe for *base media*: DMEM without glucose (Caisson Labs, DMP04-10LT) supplemented with 10% dialyzed FBS (Omega Scientific), 1.5 μM vitamin B12, 4 mM L- glutamine, 1 mM sodium pyruvate, 44 mM sodium bicarbonate, and *50x amino acid mix.* Recipe for *50x amino acid mix*: L-arginine HCl 0.084 g/L, cysteine HCl 0.018 g/L, glycine 0.03 g/L, L-histidine HCl 0.042 g/L, L-isoleucine 0.105 g/L, L-leucine 0.105 g/L, L-phenylalanine 0.066 g/L, L-serine 0.066 g/L, L-threonine 0.095 g/L, L-tryptophan 0.016 g/L, and L-valine g/L.

Lipid synthesis analysis was performed by culturing cells in *unlabeled glucose media* with Met for 12 h, washing cells twice with PBS, adding *labeled glucose media* with Hcy for 0, 0.5, 2, 4, or 12 h, and then fixing with formaldehyde as described above. Lipid degradation analysis was performed by culturing cells in *labeled glucose media* with Met for 12 h, washing cells twice with PBS, adding *unlabeled glucose media* with Hcy, and then fixing with formaldehyde as described above.

Cells were imaged using a 76-MHz mode-locked Nd:vanadate laser that provides a beam at 1,064 nm functioning as the Stokes beam and a second harmonic generated beam at 532 nm to pump an optical parametric oscillator. The pump beam generated by the optical parametric oscillator is spatially and temporally overlapped with the Stokes beam and sent to the microscope. The two beams are focused on the cells through a 60×, 1.2 numerical aperture water objective lens. The generated coherent anti-Stokes Raman scattering (CARS) signals are collected through the condenser and focused onto a Hamamatsu photomultiplier tube with a 650 ± 50 nm bandpass filter in front. The stimulated Raman scattering (SRS) signals are collected and detected with a Thorlab photodiode (FDS1010, Thorlabs, Inc.) and a high O.D. bandpass filter (Semrock, Inc.) Both signals were measured to identify the cells and their morphology using the nonresonant background (CARS) and quantify lipid content (SRS, which is background free).

### Gene expression analysis

Total RNA from MB468 and MB468res-R8 cells was extracted using the RNeasy Plus Mini Kit (Qiagen, 74134), and library preparation was performed using the TruSeq RNA Library Preparation Kit v2 (Illumina, RS-122-2001 and RS-122-2002) with the ERCC RNA Spike-In mix (ThermoFisher, 4456740) to control for sample preparation variation. PolyA selected libraries were sequenced using single-end, 100 bp reads at the University of California, Irvine Genomics High Throughput Facility on an Illumina HiSeq 4000 system.

Raw reads were aligned to a custom reference sequence, defined as the union of the human reference genome (GRCh38/hg38, UCSC Genome Browser) and the ERCC spike-in sequences (http://tools.invitrogen.com/downloads/ERCC92.fa) using HISAT2 alignment software (21). Number of reads mapped to each gene feature was quantified by featureCounts in the Rsubread package, and unwanted sample variation was determined by RUVSeq (22, 23). Read counts were normalized, and differential gene expression analysis was performed using DESeq2 (24). Pathway enrichment analysis was conducted via gene-set enrichment analysis (25). Gene-set enrichment analysis was performed on the DESeq2 normalized expression signals via a running-sum statistic procedure to determine the enrichment of biological pathways from the Molecular Signature Database Hallmark Gene Set Collection (26).

### Real-time quantitative PCR analysis

Total RNA from MB468 and MB468res-R8 cells was extracted using the RNeasy Plus Mini Kit (Qiagen, 74134). Equal amounts (1.5 μg) of RNA was reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen) per manufacturer's instructions—with the exception of using 0.3 uL of SuperScript II per reaction. Gene expression was quantified using SYBR Green (Bio-Rad, 1725124) and Bio-Rad CFX Connect real-time PCR detection system. Primer sequences are as follows: CHOP (forward) 5′-AGAACCAGGAAACGGAAACAGA-3′, (reverse) 5′-TCTCCTTCATGCGCTGCTTT-3′; ASNS (forward) 5′-TGCACCATGTGTGGCATTTG-3′; (reverse) 5′-AGCAGCAGTTGGTGTATCCAT-3′. Relative gene expression to Met+ control sample was determined using CFX Maestro software (Bio-Rad).

## Results

### Methionine stress induces a global lipid response

Unlike normal, nontransformed cells, the majority of cancer cells are unable to survive in growth media where Met has been replaced with its metabolic precursor, Hcy (4, 27, 28, 29, 30). To elucidate the role of Met in cancer, we use a Met-dependent and Met-independent cell pair: MB468 and MB468res-R8, respectively. While reversion of a transformed, Met-dependent cell to a nontransformed, Met-independent phenotype is a rare event, MB468 cells are one of the few cell lines capable of such a reversion. As previously reported by Hoffman *et al.* (3), we were able to generate Met-independent clones by culturing the parental cell line, MB468, in Hcy media (Met-Hcy+) for a prolonged period of time (4, 30, 31). The revertant clone, MB468res-R8, was selected as a control for these studies as it most closely resembles the parental cell in both morphology and proliferation rate while exhibiting a nontransformed, Met-independent phenotype (4, 30).

Using MB468 and MB468res-R8 cells, we previously reported immediate metabolic changes in response to Hcy media in a cell line–specific manner (4). We further expanded on these metabolic findings and focused on the lipidomic response during Met stress. Both MB468 and MB468res-R8 cells were cultured in normal, Met media (Met+), or transitioned to Hcy media (Met-Hcy+) for 2, 4, 8, 12, and 24 h, and lipids were measured by ultra-high performance liquid chromatography-quadrupole time-of-flight mass spectroscopy (Fig. 1). We focus on early time points to avoid cell cycle effects imposed by the arrested growth of MB468 and continued proliferation of MB468res-R8 in Met-Hcy+ media (4, 30). Within 2 hours of exposure to Met-Hcy+ media, we observe a remarkable decrease in all lipid classes in MB468 cells (Fig. 1A). Interestingly, triglyceride abundance levels began a steady trend of recovery as early as 4 h postmedia switch, unlike the majority of lipid classes measured. In contrast to MB468 cells, the Met-independent MB468res-R8 cells show a global increase in lipid abundance with the exception of triglycerides (Fig. 1B). The decline in MB468res-R8 triglyceride levels is not as immediate as observed in MB468 cells, it takes up to 4 h in Met-Hcy+ media to observe a decline in the majority of triglyceride species. The contrast in global lipid behavior between the two cell lines may suggest differential coping mechanisms in response to Met stress or the remodeling of lipid behavior in MB468 as opposed to the expected general lipid increase/decrease trend for a proliferating cell in MB468res-R8. Importantly, these effects are initiated long before cell cycle arrest is induced and are thus autonomous responses in lipid metabolism characteristic for the Met-dependent state (30).

**Fig. 1:**
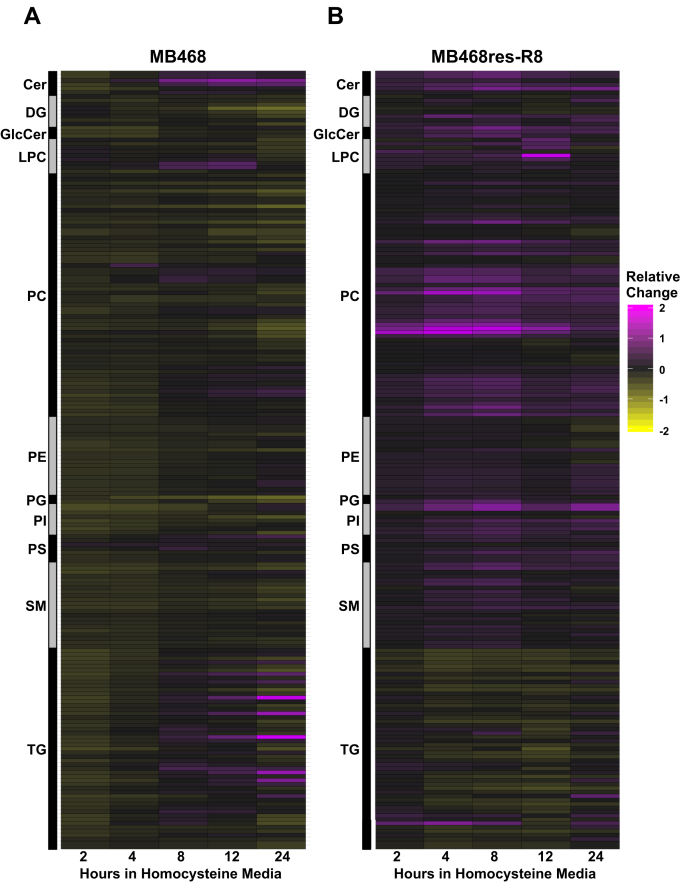
Homocysteine media induces a global lipid response in MB468 and MB468res-R8 cells. A: MB468 and (B) MB468res-R8 cells were cultured in Met+ or Met-Hcy+ media over the course of 24 h, measured by ultra-high performance liquid chromatography-quadrupole time-of-flight mass spectroscopy, and normalized to dry cell weight. Heatmaps indicating lipid classes are color filled based on relative change to the Met+, time-zero sample. Yellow indicates a decrease in metabolite abundance, and magenta indicates an increase relative to Met+, time-zero control. Cer, ceramide; DG, diglyceride; GlcCer, glucosylceramide; LPC, lysophosphatidylcholine; PC, phosphatidylcholine; PE, phophatidylethanolamine; PG, phosphatidylglycerol; PI, phosphatidylinositol; PS, phosphatidylserine; SM, sphingomyelin; TG, triglyceride.

### Phosphatidylcholine and phosphatidylethanolamine abundance acutely decrease in response to methionine stress

Phospholipids are the largest class of lipids in the cell, and their synthesis is directly connected to Met metabolism (Fig. 2A). Both PC and PE are synthesized de novo in the endoplasmic reticulum via the Kennedy pathway using choline and ethanolamine, respectively (8). Choline not only serves as a precursor to PC but provides cellular betaine that can remethylate Hcy for Met regeneration (7, 33). As indicated by global lipid analysis (Fig. 1), MB468 and MB468res-R8 levels of PC (Fig. 2B) and PE (Fig. 2C) respond to Met-Hcy+ media in distinct fashions. In MB468 cells, PC and PE abundance levels drop below 90% and 80%, respectively, within 2 h postmedia switch. However, lipid abundances in MB468res-R8 cells indicate a steady increase over time and return to starting abundance levels by 24 h—following an expected lipid abundance trajectory for proliferating cells.

**Fig. 2:**
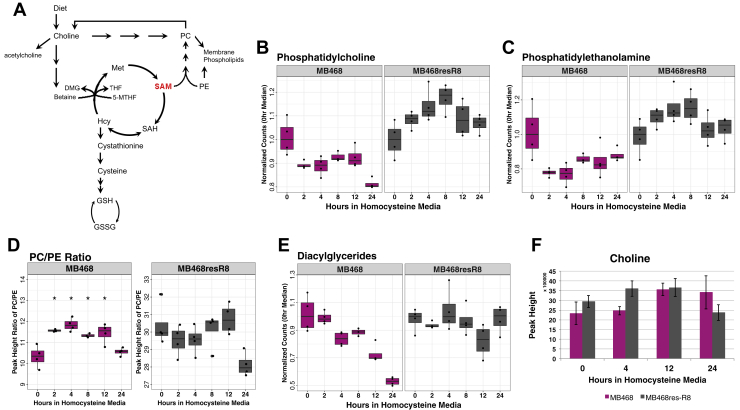
Phospholipids respond to homocysteine in MB468 cells. A: Schematic of homocysteine metabolism indicating the connection of SAM and choline in phospholipid synthesis. Three methylation reactions on PE using SAM as a co-factor are necessary to synthesize PC through the PEMT pathway. Choline is used as a precursor to PE in the Kennedy pathway. PC contributes to free choline through the enzyme phospholipase D. Figure adapted from Obeid et al. (32). Both MB468 (magenta) and MB468res-R8 (gray) were cultured in Met+ or Met-Hcy+ media over the course of 24 h, measured by ultra-high performance liquid chromatography-quadrupole time-of-flight mass spectroscopy, and normalized to dry cell weight. B: PC and (C) PE peak height values of all lipid species within each class were combined for each replicate and plotted for each time point. All time points are normalized to the median value of the Met+, time-zero sample. D: The ratio of PC/PE is plotted for MB468 and MB468res-R8 cell lines. Mean values of replicates for (A) PC and (B) PE were calculated for each time point, and PC mean values were divided by PE mean values for each time point. Statistical significance of difference between means was determined by Welch's *t*-tests and Benjamini-Hochberg procedure using the Met+, time-zero sample as a reference, *P*-values are indicated: ∗*P* ≤ 0.05. E: Diacylglyceride values were calculated and plotted as described above for PC and PE. F: Choline peak height values are shown at 0, 4, 12, and 24 h postmedia switch. DMG, dimethylglycine; GSH, reduced glutathione; GSSG, oxidized glutathione; Hcy, homocysteine; Met, methionine; 5-MTHF, 5-methyltetrahydrofolate; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PEMT, phosphatidylethanolamine N-methyltransferase; SAH, S-adenohomocysteine; SAM, S-adenosylmethionine; THF, tetrahydrofolate.

PE can be methylated three times by phosphatidylethanolamine N-methyltransferase using SAM as a methyl donor to synthesize PC (Fig. 2A) (9). Although newly synthesized SAM levels are reduced during Met stress, the PC/PE ratio increases within 2 h postmedia switch in MB468 cells (Fig. 2D) (4). This result excludes SAM limitation as a driving factor for PC and PE reduction, because if SAM were the limiting factor in PC synthesis, a decrease in the PC to PE ratio would be observed (34). However, the PC/PE ratio increase is likely because of a greater loss of PE levels than PC as previously noted. While declining abundance is observed in both PC and PE in response to Met-Hcy+ media, the considerable reduction of PE may indicate a greater sensitivity in this lipid class to Met stress as has been shown for ferroptosis (35).

It is interesting to note phospholipid abundances in time-zero samples cultured in Met+ media (Table 1). In breast cancer, PC and PE are detected at elevated levels as compared with normal cell and tissue samples, and fittingly, PE levels are approximately three times higher in MB468 than MB468res-R8 cells (36). In contrast, PC levels are comparable between the two cell lines. The increase in PE in MB468 may put these cells in a vulnerable state as the PC/PE ratio is modified and perhaps less resilient to stress, making the cells more susceptible to damage by oxidative stress and inducing an ER stress response by lipid disequilibrium (37).

**Table 1:** Mean peak height values of phospholipids in methionine media, time-zero samples

Lipid Species^a^	MB468 Mean	MB468 Std. Dev	MB468resR8 Mean	MB468resR8 Std. Dev	MB468/R8 Ratio^b^	*P*-Value^c^
PC	7.5e+07	5.5e+06	7.9e+07	6.1e+06	0.95	3.6e-01
PE	7.3e+06	9.1e+05	2.6e+06	2.7e+05	2.80	1.1e-03
PC/PE	1.0e+01	5.2e-01	3.0e+01	1.2	0.34	5.7e-06
PPC	2.5e+06	3.6e+05	1.2e+05	9.2e+03	20.44	8.6e-04
PPE	3.4e+06	6.1e+05	1.2e+06	1.1e+05	2.94	4.1e-03
PC/PPC	3.0e+01	1.9	6.3e+02	6.4	0.05	4.2e-08
PE/PPE	2.1	1.1e-01	2.2	4.5e-02	0.96	2.0e-01

PC, phosphatidylcholine; PE, phophatidylethanolamine.

a Lipid species were combined for each lipid class within each of the four replicates. These values were then used to calculate the mean values and standard deviations.

b The MB468 and MB468res-R8 ratios for each lipid class were calculated by taking the MB468 mean value and dividing by the MB468res-R8 (R8)∖mean value.

c Significance was calculated using a Welch's *t*-test (unpaired, two-sided, unequal variance, 95% confidence level) comparing the time-zero, control sample replicate values of MB468 and MB468res-R8.

Both diacyglycerol (DAG) and choline contribute to the biosynthesis of PC and PE in the Kennedy pathway in the ER (9). With its own unique metabolic response to Met-Hcy+ media, DAGs gradually decrease over time in MB468 cells, whereas little change is observed in MB468res-R8 cells (Fig. 2E). Interestingly, choline abundances increase after 12 h postmedia switch in MB468 and within 4 h in MB468res-R8—a similar response to Met-Hcy+ media as previously reported on reduced and oxidized glutathione (Fig. 2F) (4). The unique profile of DAGs in MB468 may reflect its depletion as the cell attempts to restore declining PC abundances and choline levels increase to meet the sudden demand of PC synthesis. Furthermore, DAG depletion could also be a result of its use as a precursor for other lipid species including phosphatidic acid and triglycerides (38).

### Oxidative stress–induced lipid peroxidation may influence lipid remodeling

The immediate decrease in global lipid abundances in response to Met-Hcy+ media likely indicates lipid damage. Lipid peroxidation is a process that targets unsaturated lipids in the presence of free radicals or prooxidants and is one potential route for lipid damage when cells are cultured in Met-Hcy+ media. In the presence of oxidative stress, prooxidants attack unsaturated lipids resulting in lipid radicals. Lipid peroxyl radicals are produced when oxygen reacts with the lipid radical, and these reactive lipid species propagate damage by reacting with more unsaturated lipids. Neither lipid radicals nor lipid peroxyl radicals are identified as the original lipid species because the mass (m/z) is altered, and therefore, a different spectrum for the newly formed oxidized lipid species is generated (39, 40). In our study, we did not employ mass spectrometry techniques to measure oxidized lipids; however, we have previously measured oxidized lipids in individual cells using fluorescence lifetime imaging and showed a rapid and dramatic increase in oxidized lipids when MB468 cells are shifted to Hcy medium (4). We therefore suggest that the immediate decrease in lipid abundance is because of an increase in oxidized lipid species that are no longer interpreted as the original lipid species. The lipid peroxidation reaction can be terminated in the presence of an antioxidant such as reduced glutathione, a cellular oxidant readily available to neutralize casualties of oxidation (41, 42).

As previously reported, both reduced and oxidized glutathione levels increase in response to Hcy media–induced oxidative stress in MB468 and MB468res-R8 cells (4). Interestingly, glutathione levels increase in MB468 cells by 12 h postmedia switch, whereas MB468res-R8 cells respond earlier within 4 h. This delayed glutathione response in MB468 may allow lipid peroxidation to occur, decreasing phospholipid abundances immediately. Upon glutathione upregulation in MB468, phospholipids attempt to recover to starting levels without success by 24 h postmedia switch (Fig. 2B, C). Upregulation of glutathione suggests a response to oxidative stress, which is further validated by oxidative stress assays in MB468 and MB468res-R8 cells that indicate a mild reduction in ROS levels over time in Hcy media (supplemental Fig. S1).

It is worth noting that MB468res-R8 cells may be able to further circumvent lipid damage and facilitate recovery with an increase in glutamine. As glutamine can contribute to the cysteine pool for GSH synthesis and thus cellular redox homeostasis, we observe an early increase in glutamine within 2 h postmedia switch (*P* = 0.007), which coordinates with our previous cysteine results (4). In MB468 cells, however, no significant changes are observed (ANOVA *P* = 0.747). It is likely that the increased abundance of glutamine also contributes to the spike at 2 h postmedia switch observed in alpha-ketoglutarate (*P* ≤ 0.001), citric acid (*P* = 0.01084), and malic acid (*P* ≤ 0.001) in MB468res-R8 cells. These concomitant increases in tricarboxylic acid cycle metabolites and precursors for lipid metabolism may help alleviate the consequences of Met stress in MB468res-R8 cells.

### Triglycerides have a distinct response to methionine stress

An immediate global lipid response to Met stress is only observed in MB468 cells, yet both cell lines indicate a unique behavior in triglycerides as compared with other lipid species. Here, we focus on triglycerides from the lipidomic experiment summarized in Fig. 1. To understand the overall response of triglycerides over time in Met-Hcy+ media, all MB468 and MB468res-R8 triglyceride lipid abundances were clustered, and four distinct trends were identified (Fig. 3A) (43). Each cluster represents a unique trend, and there is remarkably minimal to no overlap of cell origin, confirming the distinct triglyceride response in Met-dependent and Met-independent cells. MB468 triglycerides typically decline in abundance within 2 h postmedia switch and attempt to recover by 8 (cluster 1) or 24 h (cluster 2) (Fig. 3A). MB468res-R8 cells also separate into two unique clusters, one with declining abundances by 4 h postmedia switch (cluster 3) and another that first increases in abundance at 2 h postmedia switch then decreases at 12 h (cluster 4) (Fig. 3A). These differences in triglyceride trajectories indicate that both cell lines have a unique response to Met-Hcy+ media and a unique feature of triglycerides segregates the cell-dependent response.

**Fig. 3:**
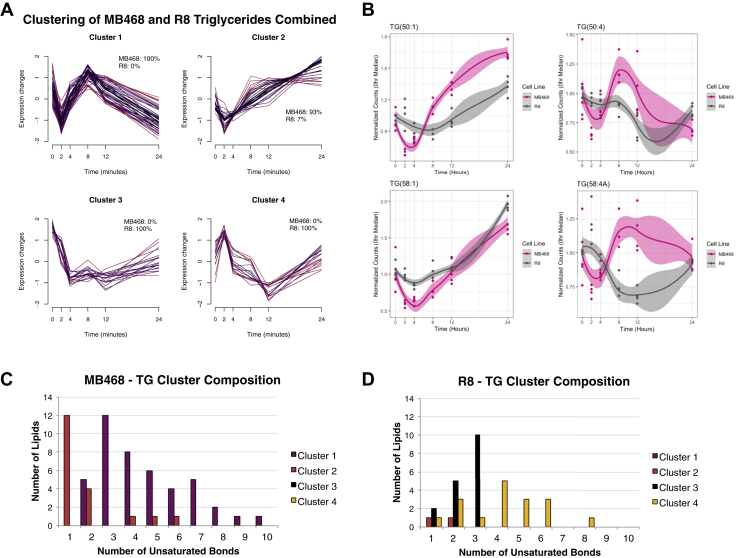
Triglycerides have a distinct response to methionine stress. A: Peak height data for all lipid species in the triglyceride (TG) class were combined for MB468 and MB468res-R8 (R8) cells. For each replicate, mean values were standardized, soft clustered using the R programming software MFuzz, filtered for alpha score values greater than 0.5, and plotted over time (43). The color gradient indicates the strength of the membership value for the cluster (black = strong, magenta = medium). The percentage of TGs from MB468 and MB468res-R8 (R8) in each cluster are indicated on each plot. B: Representative line plots of MB468 (magenta) and MB468res-R8 (gray) triglycerides with one or four unsaturated bonds and total tail lengths of 50 or 58 carbons. Confidence level of 0.75 is highlighted in corresponding line color. C: MB468 and (D) MB468res-R8 cells unsaturated TG lipids are plotted for each cluster in (A), regardless of total tail length.

Triglycerides consist of a glycerol backbone and three fatty acid (FA) tails of varying chain length and unsaturated, double bonds. In order to determine any unique features of triglycerides that may be most affected during Met stress, correlation tests were performed on triglycerides in MB468 and MB468res-R8. We first tested lipid species with a combined tail length between 50 and 58 carbons and a single unsaturated bond. Our results indicate that both MB468 and MB468res-R8 triglycerides with a combined tail length of 50 carbons have unique profiles that only correlate with lipid species within each cell line (Pearson correlation coefficient r = 0.56) (Fig. 3B, top left panel). As the combined tail length increases to a combined length of 58 carbons, the profiles of both cell lines begin to look more similar (Pearson correlation coefficient r = 0.87) (Fig. 3B, bottom left panel). Next, we performed correlation tests on triglycerides in MB468 and MB468res-R8 with a combined tail length between 50 and 58 carbons and 4 unsaturated bonds. Our results indicate distinct profiles in MB468 and MB468res-R8 cells for lipid species with a combined tail length of 50 (Pearson correlation coefficient r = 0.03) (Fig. 3B, top right panel). Interestingly, at a combined tail length of 58 carbons, the lipid profiles in MB468 and MB468res-R8 become inversely correlated (Pearson correlation coefficient r = −0.68) (Fig. 3B, bottom right panel). These data suggest a particularly unique response of longer chain, heavily desaturated triglycerides in Met-dependent and Met-independent cells.

Further analysis of cluster composition indicates that the number of unsaturated bonds is the unique feature separating the triglyceride response to Met-Hcy+ media (Fig. 3A). Triglycerides in MB468 are primarily represented in clusters 1 and 2 (Fig. 3A); between these two clusters, cluster 1 mostly contains single unsaturated lipids, whereas cluster 2 contains lipid species with 3 or more unsaturated bonds (Fig. 3C). MB468res-R8 predominantly composes clusters 3 and 4 (Fig. 3A), with a distinct division of lipids in cluster 3 containing only lipid species with 1–3 unsaturated bonds and a range of unsaturated lipid species in cluster 4 (Fig. 3D).

These data indicate that MB468 and MB468res-R8 cells have unique lipid profiles in response to Met-Hcy+ over time regarding abundance levels. Both cell lines have unique profiles for lipid species with a single unsaturated double bond compared with four unsaturated, double bonds with little to no difference in profiles with the same number of unsaturated bonds but of varying combined tail lengths.

### Lipid droplets accumulate in MB468 in response to methionine stress

In addition to modified triglyceride behavior, an increase in lipid droplet abundance is also observed in MB468 cells in response to Met stress. Lipid droplets are dynamic organelles originating from the ER and comprised of a neutral lipid core of triglycerides and cholesterol esters surrounded by a phospholipid monolayer (44). Using CARS and SRS microscopy to specifically detect C-H bonds in FAs, we quantify lipid content per cell (45). Using this method, lipid abundances are measured as the number of pixels that belong to lipid droplets in a cell over the total pixel numbers of the entire cell (46).

Both MB468 and MB468res-R8 cells were cultured in Met+ (0 h) or Met-Hcy+ media (0.5, 2, 4, 24 h), and fixed samples were analyzed by CARS microscopy (Fig. 4A, B). In normal culturing conditions (Met+), MB468res-R8 cells have twice the lipid content per cell of MB468 cells (*P* ≤ 0.001). However, lipid content per cell does not change in MB468res-R8 cells upon Met-Hcy+ media switch (ANOVA *P* = 0.93). In contrast, MB468 lipid content per cell increases within 30 min postmedia switch to Met-Hcy+, and elevated abundance levels remain stable after 2 h exposure to Met stress (ANOVA, *P* ≤ 0.001). It is important to note that both lipid droplets and triglycerides have been linked directly with oxidative phosphorylation, for which we observe a downregulation in both MB468 and MB468res-R8 cells (4, 47, 48). Thus, the differences observed in both triglyceride trends and lipid droplet accumulation in response to Hcy media are likely not a result of impaired oxidative phosphorylation alone.

**Fig. 4:**
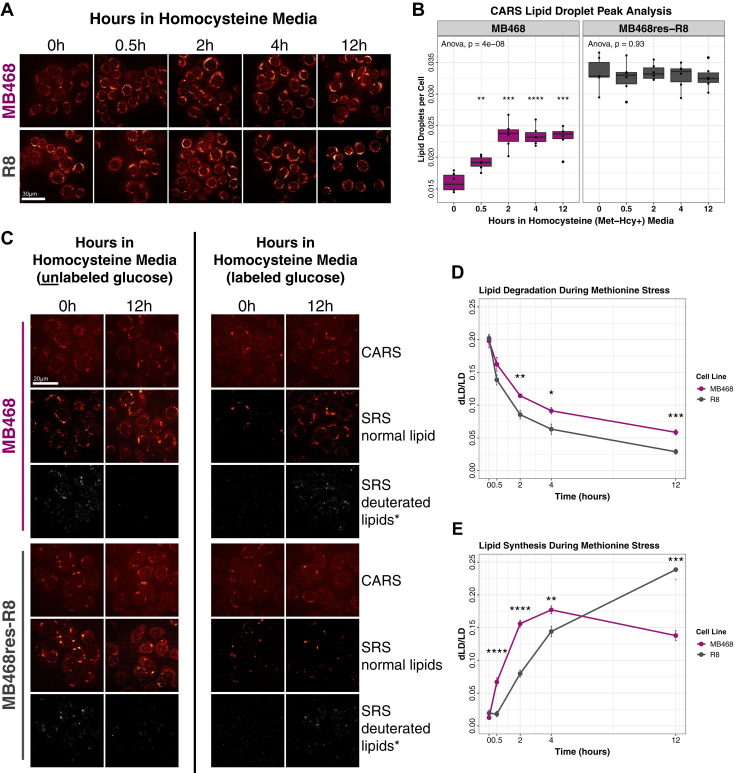
Lipid droplets respond to methionine stress in MB468 cells. A, Representative CARS images of lipid droplets in MB468 and MB468res-R8 cells cultured in Met+ (0 h) or Met-Hcy+ (0.5, 2, 4, and 12 h) media. The scale bar is 30 μm. B: MB468 (magenta) and MB468res-R8 (gray) samples were plated in duplicate, and lipid droplet values per cell from two fields of view per sample are plotted. One-way ANOVA results are reported at the top of each plot. Statistical significance of difference between means was determined by unpaired, two-tailed Student's *t*-tests and Benjamini-Hochberg procedure using the Met+, time-zero sample as a reference. Adjusted *P*-values are indicated: ∗∗*P* ≤ 0.01, ∗∗∗*P* ≤ 0.001, ∗∗∗∗*P* ≤ 0.0001. C: Representative CARS (total lipid droplets) and SRS (normal and deuterium-labeled lipids) images of MB468 and MB468-R8 cells at 0 h and 12 h postmedia switch. The scale bar is 20 μm. Left panel—lipid degradation assay: MB468 and MB468res-R8 cells were cultured in methionine (Met+) media supplemented with deuterium-labeled glucose for 12 h followed by a media switch to unlabeled Met+ (0 h) or unlabeled Met-Hcy+ (0.5, 2, 4, and 12 h) media. Right panel—lipid synthesis assay: MB468 and MB468res-R8 cells were cultured in unlabeled Met+ media (0 h) or labeled homocysteine (Met-Hcy+) media (0.5, 2, 4, and 12 h). Quantification of SRS deuterium-labeled lipid droplets normalized to SRS total lipid droplets in (C) are shown for (D) lipid degradation and (E) lipid synthesis assays. Statistical significance of difference between means was determined by unpaired, two-tailed Student's *t*-tests and Benjamini-Hochberg procedure using the Met+, time-zero sample as a reference. Adjusted *P*-values are indicated: ∗*P* ≤ 0.05, ∗∗*P* ≤ 0.01, ∗∗∗*P* ≤ 0.001, ∗∗∗∗*P* ≤ 0.0001. SRS deuterated lipid images in (C) marked with (∗) are adjusted with an 50% increase in contrast for visual purposes only. CARS, coherent anti-Stokes Raman scattering.

To better understand the remodeling of lipid metabolism in MB468—specifically the acute decrease in lipid abundance (Fig. 1A) and increase in lipid droplets (Fig. 4A, B), we combined SRS and CARS microscopy methods with deuterium-labeled glucose as a lipid precursor to label and monitor lipid dynamics (49, 50). Two experiments were designed to understand the mechanism of lipid degradation and synthesis during Met stress. First, we measured lipid degradation in MB468 and MB468res-R8 by labeling lipids with deuterated glucose in Met+ media for 12 h then switching the cell cultures to unlabeled Met+ (0 h) or Met-Hcy+ media (0.5, 2, 4, 12 h) (Fig. 4C, left panel and Fig. 4D). Fixed samples were measured using SRS and CARS microscopy for deuterium-labeled lipid droplets and total lipid pool. Both cell lines were labeled to approximately ∼20% after the 12 h labeling period, and lipid content (deuterium-labeled lipid droplets/ total lipid pool) was normalized to the unlabeled, time-zero sample. Both cell lines presented similar decreasing trajectories over time, although MB468res-R8 cells lose their label faster within the first 30 min postmedia switch (MB468–0.16, MB468res-R8–0.13). However, labeled lipid content per cell ratios between the cells maintain a 0.03 difference over time. Thus, lipid degradation appears very similar in both Met-dependent and -independent cell lines.

Alternatively, lipid synthesis was determined by monitoring the increased presence of deuterium-labeled lipid content per cell over time. Both MB468 and MB468res-R8 cell lines were cultured in Met+ (0 h) or Met-Hcy+ media prepared with deuterium-labeled glucose (0.5, 2, 4, 12 h) and imaged by SRS and CARS microscopy (Fig. 4C, right panel and Fig. 4E). MB468 cells respond to the Met-Hcy+ media shift with a rapid increase in lipid synthesis up to 4 h postmedia switch as compared with MB468res-R8. However, lipid synthesis plateaus after 2 h in Met-Hcy+ media, whereas MB468res-R8 continues to synthesize lipids resulting in significantly more lipid synthesis after 12 h postmedia switch. With similar rates of lipid degradation between MB468 and MB468res-R8 cells, it appears that lipid synthesis is the predominate responding pathway to Met stress. The immediate acceleration of synthesis is likely a response to compensate for acute global loss of lipids (Fig. 1A), but the increased rate of synthesis is not sustained in Met-dependent cells, thus, leading to overall lower lipid production as compared with Met-independent MB468res-R8 cells (Fig. 4B).

### Gene expression during methionine stress

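RNA from MB468 and MB468res-R8 cells was sequenced in 24 libraries. MB468 cells need Met to proliferate, and MB468res-R8 is a derivative that proliferates when Met is replaced by its precursor Hcy. Each cell line was sampled in Met+ medium with 100 µM Met (0 h). Further samples were taken 0.5, 2, and 12 h after the switch to Met-Hcy+ medium, which held 370 µM Hcy and no Met. Each group had 3 libraries. Poly(A) RNA was sequenced with added spike-in RNAs, and the authors aligned the reads with HISAT2 to GRCh38/hg38 joined with the spike-in sequences and counted them per gene with featureCounts. The deposited gene counts, without normalization, summed to between 11745553 and 36496655 per library, with a median of 20503827 and 0.256 ± 0.0282% (SD, n = 24) of them on spike-ins. The groups' median totals ranged from 17427629 in MB468 at 2 h to 34082634 in MB468 at 12 h. Spike-ins held 0.2125% of counts on average in MB468 at 0 h and between 0.2503% and 0.2777% in every other group. Comparisons with MB468 at 0 h under spike-in scaling therefore all carry the low share of that group. Counts were scaled with edgeR's TMM factors, and the 14741 genes that passed edgeR's expression filter were tested with edgeR's quasi-likelihood test in one model with a mean for each of the 8 groups, with adjustment by the Benjamini-Hochberg method over all genes. Genes with an adjusted p under 0.05 are called changed. Replicates are libraries of the same cell line, and whether they come from separate cultures is not stated. Over all groups the replicate numbers showed no pairing: same-numbered libraries of different groups deviated from their group means with a mean correlation of -0.0199 across the 6391 genes with a mean log2 CPM of at least 5, and differently numbered ones with 0.0105. Normalized counts are given as mean ± SD (n = 3).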

To further elucidate the metabolic response to Met stress, gene expression analysis was performed on MB468 and MB468res-R8 cells cultured in Met+ (0 h) or Met-Hcy+ media (2 or 12 h). Although MB468 and MB468res-R8 cells originate from the same genetic background, their expression profile in Met medium was surprisingly different. 

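At 0 h, 7883 genes differed between MB468res-R8 and MB468, with 3895 higher and 3988 lower in MB468res-R8, and 1418 of them differed at least 2-fold. With the replicate number as a block, 7799 genes differed (correlation of same-numbered libraries -0.0693). Among the alternatives, at least 10 counts in every library moved the number with 2-fold most, to 831. Scaling on the spike-ins moved the share of higher genes most: the median log2 fold change of all genes went to -0.31, and 1144 genes were called higher and 6495 lower. BCHE (chromosome 3, 165772904 to 165837423) had 907 ± 80.0 normalized counts in MB468res-R8 and 0.897 ± 1.55 in MB468, which is near the limit of detection (adjusted p = 4.22e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VCX2 and VCX3B on chromosome X were the other genes with the largest rises, and VCX2 had 95.5 ± 9.40 normalized counts in MB468res-R8 and none in MB468. Both belong to a family of near-identical genes whose reads the counting could have split. COL5A1 (chromosome 9, 134641803 to 134844843) had 319 ± 22.4 normalized counts in MB468 and 0.872 ± 1.51 in MB468res-R8 (adjusted p = 2.57e-23 from edgeR's quasi-likelihood test), and AADACL3 had 190 ± 28.0 and 0.700 ± 0.659. FMO2 completed the 3 largest falls. Genes that neighbor each other on a chromosome shifted together in this comparison (correlation of 0.264 across 6066 neighboring pairs), so part of the genes that differ lie in common blocks.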

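Between 0 h and 12 h in Met-Hcy+ medium, 10430 genes changed in MB468 (5317 rose and 5113 fell) and 9036 changed in MB468res-R8 (4450 rose and 4586 fell). At least 2-fold changes were made by 1104 genes that rose and 1247 that fell in MB468, and by 220 that rose and 1227 that fell in MB468res-R8. The block fit called 10377 and 8940 genes. Under spike-in scaling 8460 genes were called in MB468, 30.0% of them higher, and 5887 in MB468res-R8, 46.98% of them higher; the median of all genes moved to -0.23 in MB468 and 0.00 in MB468res-R8. DHRS2 rose in MB468 from 36.9 ± 6.64 to 1128 ± 77.4 normalized counts, a log2 fold change of 4.97 (adjusted p = 2.77e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TEK and ARHGAP25 had the largest rises there, from at most 0.830 normalized counts on average to 50.9 ± 4.72 and 58.4 ± 3.95. The largest falls in MB468 were those of LINC01132 (140 ± 4.75 to 6.97 ± 2.37), LOC105375650 (57.1 ± 8.99 to 3.11 ± 1.24), for which the annotation used here has no matching position, and NR4A3 (556 ± 66.8 to 43.7 ± 1.76). In MB468res-R8, NR4A3 fell from 2353 ± 750 to 25.9 ± 3.99 normalized counts (log2 fold change -6.51), followed by NR4A1 (-5.81) and FOSB (-5.15). SERPINB4 and SERPINB3, paralogs that the counting could have confused, rose there by 3.50 and 3.50 on the log2 scale and TGM2 by 3.07.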

When these cells were shifted to Met-Hcy+ medium, expression programs in both cell lines were significantly remodeled to adapt to the modified growth conditions. Expression changes in response to Met stress were specific for MB468 and MB468res-R8 cells. 

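Of the genes called in each line at 12 h, 7029 were called in both, against 6393 that independent calls would share on average; 5323 of these moved in the same direction and 1706 in opposite directions. The log2 fold changes of the lines at 12 h correlated across genes with a Pearson r of 0.433 and a Spearman rho of 0.432, where genes are not independent replicates. At 2 h, 423 genes were called in both lines, 384 of them in the same direction, and r was 0.204. Restricting the comparison to genes with a mean log2 CPM of at least 5 moved the 2 h correlation to 0.511 and that at 12 h to 0.460. A test of the difference itself, the response of MB468res-R8 minus that of MB468, called 8336 genes at 12 h (8300 in the block fit, same-numbered libraries correlating at -0.0373), 1793 of them with a difference of at least 2-fold, and 747 genes at 2 h (719 in the block fit, at 0.0214). Of the 3401 genes called only in MB468 at 12 h, 2474 had a difference between the lines by this test, as did 1344 of the 2007 called only in MB468res-R8. Spike-in scaling gave 5797 genes with a difference at 12 h, and the share of them higher in MB468res-R8 went from 46.3% to 69.9%.

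**Figure D1:**
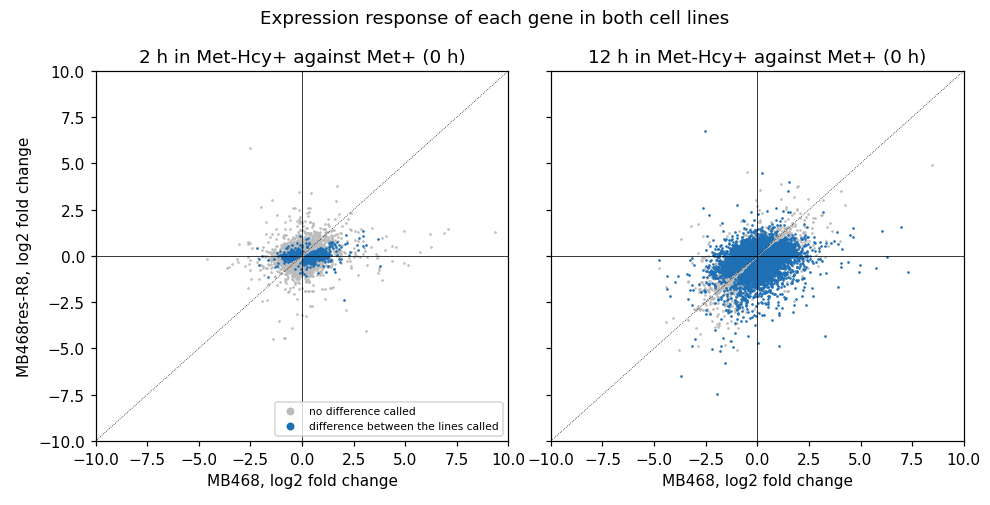
Each point is 1 of the 14741 tested genes, with its log2 fold change against 0 h in MB468 on the horizontal axis and in MB468res-R8 on the vertical axis, at 2 h (left) and 12 h (right). Blue points are the 747 and 8336 genes called different between the lines, and the dotted line marks equal responses.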

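At 2 h in Met-Hcy+ medium, 2410 genes were called in MB468 (1309 higher and 1101 lower), of which 250 changed at least 2-fold, and 644 were called in MB468res-R8 (372 higher and 272 lower), of which 57 did. With the replicate block the numbers were 2345 and 615. Same-numbered libraries of the groups compared correlated at 0.0248 in MB468 and at 0.277 in MB468res-R8 (pairs from -0.0294 to 0.466), so a pairing is not excluded in MB468res-R8. The numbers with a threshold of 0.01 in place of 0.05 were 1580 and 392. The called genes had a median absolute log2 fold change of 0.34 in MB468 at 2 h and 0.58 at 12 h. Scaled on the spike-ins, 9511 genes were called in MB468 at 2 h, 2.52% of them higher, with the median of all genes at -0.42. This shift is set against MB468 at 0 h, the group with the lowest spike-in share. In MB468res-R8, 180 genes were called. Among the genes with the smallest p in MB468 at 2 h, IRF2BP2 rose from 4704 ± 54.3 to 9916 ± 464 normalized counts (log2 fold change 1.08, adjusted p = 1.62e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CHAC1 rose from 123 ± 9.20 to 956 ± 121. ZFP36L1 also rose, while CYP1A1 (log2 fold change -1.64), CBX2 (-1.04), and URB2 (-0.93) fell. In MB468res-R8 at 2 h, MAT2A rose from 9422 ± 543 to 17540 ± 566 normalized counts (log2 fold change 0.90, adjusted p = 2.76e-16 from edgeR's quasi-likelihood test), with KRT6B, a member of a keratin family with similar sequences, and SPPL3 next; CBX2 (-0.95), CYP1A1 (-1.12), and PDGFB (-0.75) fell. One of the 3 MB468 libraries at 2 h, replicate 2, held far more counts on RNAs without a poly(A) tail than the other 23, RN7SK among them with 8251 counts.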

Expression changes were only observed after prolonged culturing under Met stress, indicating that the observed rapid effects on lipid profiles were likely independent from transcription (Fig. 5A and Table 2). 

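Fatty acid genes were compared between MB468 and MB468res-R8 at 12 h with hand-written lists, since the hallmark collection was not used here. The 28 tested genes of the FA synthesis list, which holds the acetyl-CoA, FA synthase, elongase, and desaturase genes, had a median log2 difference of -0.25 (MB468 minus MB468res-R8), which did not pass limma's camera test (adjusted p = 0.0994 over 25 list tests, two-sided). The 35 tested genes of the beta-oxidation list had a median of -0.36 (adjusted p = 7.16e-05 from camera), and 26 of them were called lower and 5 higher in MB468; adjusted over the list alone, 31 were called. With the replicate block, the medians were -0.25 (adjusted p = 0.0976 from camera) and -0.36 (7.29e-05). The block was weighed against a mean correlation of 0.0408 between same-numbered libraries of these groups. Of 10000 random lists of the same size and mean expression, 6.83% had a median as low as that of FA synthesis and 0.13% as low as that of beta-oxidation. Not all members were lower in MB468, as CRAT was higher there by 1.61 on the log2 scale, after its level in MB468res-R8 at 0 h had been 137 ± 28.5 normalized counts against 1024 ± 50.3 in MB468.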

We applied gene set enrichment analysis using hallmark gene set collections and observed a prominent downregulation of FA metabolic genes in MB468 cells at 12 h postmedia switch as compared with MB468res-R8 cells (Fig. 5B) (25, 26, 51). Further analysis of gene ontology FA pathways indicated a 2-fold downregulation of 22.3% of genes in FA biosynthetic processes and 15.9% of genes in the FA beta-oxidation pathway at 12 h postmedia switch as compared with time-zero (Fig. 5C and Table 2). 

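In MB468 between 0 h and 12 h, 32.1% of the 28 tested FA synthesis genes and 14.3% of the 35 tested beta-oxidation genes fell at least 2-fold. These shares rest on hand-written lists and not on the gene ontology terms behind the paper's percentages, which are 22.3% and 15.9%. The gene sets differ but overlap. Of the 9 FA synthesis genes that fell 2-fold, FASN, SCD, FADS1, FADS2, ELOVL5, ELOVL6, and ACLY are in Table 2. All 5 beta-oxidation genes that did, CRAT, ACADS, ACADM, ECI2, and ABCD3, are there too. The shares are thus no independent check of the paper's percentages. The block fit gave the same shares, and spike-in scaling, which moved them most, gave 42.9% and 31.4%. The median log2 fold change was -0.65 for FA synthesis (adjusted p = 0.000123 from camera over 25 list tests, two-sided; 0.000121 with the replicate block, for same-numbered libraries correlated at 0.00546) and -0.51 for beta-oxidation (1.12e-07; 1.29e-07 with the block). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 16 FA synthesis genes were called lower and 5 higher, and 28 beta-oxidation genes were called lower and none higher; adjustment over each list alone called 21 and 28 genes. With each of the 6 libraries left out in turn, the medians stayed between -0.71 and -0.55 for FA synthesis and between -0.53 and -0.51 for beta-oxidation.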

MB468 upregulated genes in FA biosynthetic and beta-oxidation processes are minimal—5.6% and 2.3%, respectively. 

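At least 2-fold rises were made by 3.57% of the FA synthesis list, a single gene, OXSM, with a log2 fold change of 1.21 (adjusted p = 2.02e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 0% of the beta-oxidation list, whose largest rise was 0.46 on the log2 scale. With each of the 6 libraries left out in turn, the FA synthesis share ran from 3.57% to 7.14%.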

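FASN, ELOVL6, ACLY, CRAT, ACADM, and ACADS were read at each time point in MB468. FASN (chromosome 17, 82078338 to 82098236) had 47570 ± 1250 normalized counts at 0 h, 47180 ± 3650 at 2 h, and 14700 ± 698 at 12 h, a log2 fold change of -0.01 at 2 h (standard error 0.0646, adjusted p = 0.945) and -1.69 at 12 h (standard error 0.0664, adjusted p = 6.45e-16) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 12 h, ELOVL6 had fallen to 1118 ± 40.6 normalized counts from 2720 ± 105 (log2 fold change -1.29), ACLY to 7318 ± 314 from 16890 ± 102 (-1.21), CRAT to 222 ± 19.9 (-2.19), ACADM to 1212 ± 50.0 from 2462 ± 30.0 (-1.02), and ACADS to 89.6 ± 2.86 from 236 ± 28.8 (-1.40). For each of the 6 genes, every 12 h library lay below every 0 h library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). At 2 h none of the 6 was called, with log2 fold changes of -0.10 for ELOVL6, -0.04 for ACLY, -0.05 for CRAT, 0.03 for ACADM, and -0.14 for ACADS. Spike-in scaling changed this: all 6 were then called lower at 2 h, from -0.39 for ACADM to -0.57 for ACADS, about the shift of all genes under that scaling. In the block fit FASN had -0.01 at 2 h and -1.69 at 12 h (adjusted p = 1.81e-14 from edgeR's quasi-likelihood test).

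**Figure D2:**
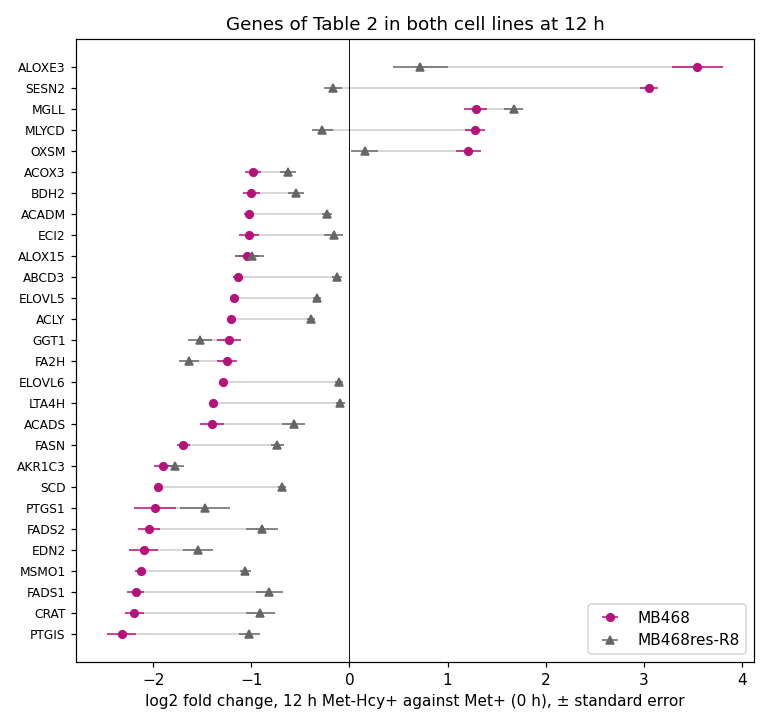
Log2 fold change ± standard error between 0 h and 12 h of the 28 genes of Table 2, with MB468 as circles and MB468res-R8 as triangles (n = 3 libraries per group). In MB468, 23 genes fell and 5 rose. Of the 23, 21 fell less in MB468res-R8, which their choice by their change in MB468 favors.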

As previously noted, effects on transcription are mostly delayed as exemplified by the gene expression profiles of FASN, ELOVL6, and ACLY in the FA biosynthetic processes pathway and CRAT, ACADM, and ACADS in the FA beta-oxidation pathway (Table 2). Therefore, it seems that a global shut down in lipid metabolism is a consequence of Met stress with a more pronounced effect in gene synthesis at 12 h postmedia switch.

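The fall at 12 h was not restricted to MB468. In MB468res-R8 the median log2 fold change at 12 h was -0.21 for beta-oxidation (adjusted p = 0.00406 from camera, two-sided; 21 genes called lower and 2 higher) and -0.11 for FA synthesis (adjusted p = 0.0746; 13 lower and 4 higher). With the replicate block these were -0.21 (0.00426) and -0.12 (0.0780), where same-numbered libraries correlated at -0.145. The difference between the lines in the 12 h response, tested directly, had a median of 0.49 for FA synthesis (adjusted p = 0.000336 from camera; 0.000323 with the block) and 0.36 for beta-oxidation (adjusted p = 7.16e-05; 7.29e-05 with the block), so both lists fell less in MB468res-R8. The 24 genes of a sterol synthesis list fell in both lines, with medians of -1.68 in MB468 (adjusted p = 1.32e-16 from camera; 1.27e-16 with the block) and -0.81 in MB468res-R8 (5.73e-14; 5.13e-14 with the block), and all 24 were called lower in each; the difference was 0.89 (4.25e-11; 2.61e-11 with the block). Its member INSIG1 fell from 4663 ± 282 to 449 ± 42.8 normalized counts in MB468 and from 3542 ± 699 to 719 ± 53.5 in MB468res-R8. At 2 h in MB468 the medians of the 3 lists lay between -0.04 and -0.01 and none passed camera (adjusted p of 0.0994, 0.653, and 0.411; 0.0860, 0.640, and 0.394 with the block). From the lower expression of FA synthesis and beta-oxidation genes at 12 h and their small changes at 2 h, the paper proposes that a global shutdown of lipid metabolism follows Met stress, with the stronger effect on expression at 12 h.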

**Fig. 5:**
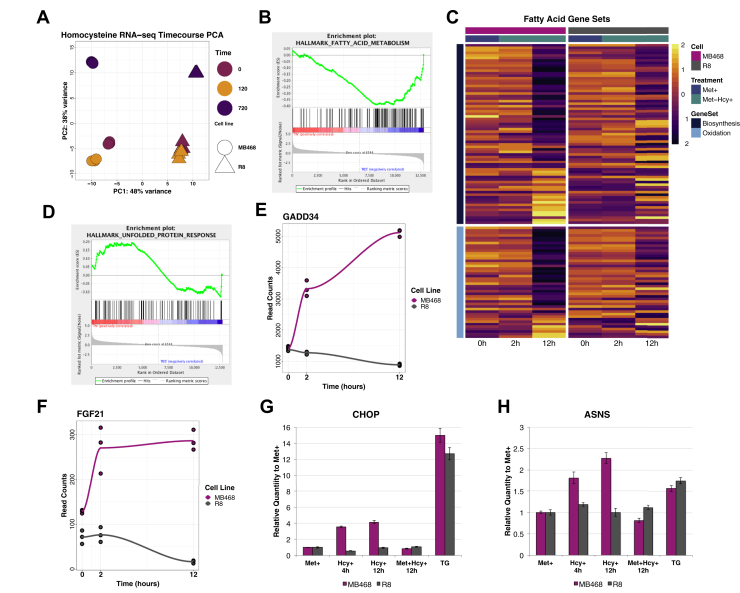
Gene expression during methionine stress. A: MB468 and MB468res-R8 cells were cultured in Met+ (0 h) or Met-Hcy+ (2 h and 12 h) media, and gene expression was analyzed by RNA-seq (single end, 100 bp read length, Illumina HiSeq 4000, n = 3). A principal component analysis plot indicates that MB468 (circle) and MB468res-R8 (triangle) cell lines have distinct genetic profiles but respond in a similar fashion to methionine stress. B: Gene set enrichment analysis (GSEA) of MB468 (red) and MB468res-R8 (blue) at 12 h postmedia switch indicates a negative correlation between the two cell lines in the fatty acid metabolism gene set. C: Heatmap representing GSEA gene sets *GO fatty acid biosynthetic process* (dark blue) and *GO fatty acid beta oxidation* (light blue). D: GSEA of MB468 (red) and MB468res-R8 (blue) at 12 h postmedia switch indicating a mixed response of genes in the unfolded protein response pathway. RNA-seq read counts for (E) GADD34 and (F) FGF21 in MB468 (magenta) and MB468res-R8 (gray), which are downstream targets of the UPR. Quantitative PCR results showing relative expression to Met+, control sample in MB468 (magenta) and MB468res-R8 (gray) for (G) C/EBP homologous protein (CHOP) and (H) asparagine synthetase (ASNS). Cells were cultured in Met+ (12 h), Met-Hcy+ (4, 12 h), Met+Hcy+ (12 h), or Met+/1uM Thapsigargan (TG, 4 h).

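A principal component analysis of the 500 most variable genes, on variance-stabilized counts of the 18 libraries at 0, 2, and 12 h, put 61.1% of the variance on the first component and 25.0% on the second. The first component separated the cell lines, with group means between -20.6 and -17.3 for MB468 and between 16.1 and 22.0 for MB468res-R8. The second separated 12 h (17.0 ± 0.216 in MB468 and 15.9 ± 0.116 in MB468res-R8, SD, n = 3) from 2 h (-9.75 ± 0.591 and -11.0 ± 1.22) and 0 h (-3.73 ± 0.400 and -8.42 ± 1.29). With all tested genes in place of 500, which moved the shares most, the components held 45.7% and 31.5%.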

**Table 2:** MB468 fatty acid metabolic genes upregulated or downregulated at 2 and 12 h postmedia switch as compared to time-zero

GO Pathway	Gene^a^	Fold Change—2 h	Fold Change—12 h
Biosynthetic process	PTGIS	0.88	0.19
Biosynthetic process	FADS1∗	0.97	0.22
Biosynthetic process	MSMO1	0.85	0.22
Biosynthetic process	EDN2∗	0.99	0.23
Biosynthetic process	FADS2∗	0.95	0.24
Biosynthetic process	PTGS1	0.76	0.24
Biosynthetic process	SCD	0.89	0.25
Biosynthetic process	AKR1C3∗	1.03	0.26
Biosynthetic process	FASN∗	0.98	0.30
Biosynthetic process	LTA4H∗	1.00	0.37
Biosynthetic process	ELOVL6∗	0.92	0.40
Biosynthetic process	FA2H∗	1.09	0.41
Biosynthetic process	GGT1	0.65	0.42
Biosynthetic process	ACLY∗	0.97	0.42
Biosynthetic process	ELOVL5∗	1.00	0.43
Biosynthetic process	ABCD3∗	0.93	0.45
Biosynthetic process	ALOX15∗	0.97	0.47
Biosynthetic process	OXSM∗	0.94	2.27
Biosynthetic process	MGLL∗	1.02	2.38
Biosynthetic process	MLYCD	0.89	2.40
Biosynthetic process	ALOXE3	2.12	11.43
Beta oxidation	CRAT∗	0.96	0.21
Beta oxidation	ACADS∗	0.90	0.37
Beta oxidation	ABCD3∗	0.93	0.45
Beta oxidation	ACADM∗	1.01	0.48
Beta oxidation	ECI2	0.89	0.48
Beta oxidation	BDH2∗	1.08	0.49
Beta oxidation	ACOX3	0.83	0.49
Beta oxidation	SESN2	4.86	8.10

a Genes marked with (∗) indicate fold change between 0.9 and 1.1 at 2 h postmedia switch.

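Of the 28 genes of Table 2, 20 lay between 0.9 and 1.1 of their 0 h level at 2 h in MB468, and the range was 0.660 to 4.90. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 of the 28 were called at 2 h over all genes and 6 over the list alone; SESN2 was the largest, with a fold change of 4.90 (adjusted p = 1.21e-21 from edgeR's quasi-likelihood test). At 12 h all 28 were called in MB468, by either adjustment, which shows no stability since the paper chose them from these data, and 22 were at most at 0.5 of their 0 h level. In MB468res-R8, 7 reached that level and 24 were called at 12 h (22 lower and 2 higher). The median log2 fold change of the 23 genes that fall in Table 2 was -1.39 in MB468 and -0.74 in MB468res-R8. Their choice by their fall in MB468 favors a smaller fall in MB468res-R8. The block fit placed 19 genes between 0.9 and 1.1 at 2 h, and spike-in scaling placed 0 there. ABCD3, which Table 2 lists under both pathways, is counted once.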

The global lipid response, remodeled triglyceride behavior, decrease in lipid synthesis, and increase in lipid droplet abundance suggest that Met stress may largely affect functions of the ER. To further investigate this connection, we looked into the unfolded protein response (UPR), which is a cellular stress response pathway related to the ER and the ER stress response. Gene set enrichment analysis indicates no uniform response in UPR as subsets of genes are both upregulated and downregulated by 12 h postmedia switch (Fig. 5D). However, key genes found downstream of the UPR, including C/EBP homologous protein (CHOP), asparagine synthetase (ASNS), GADD34, and FGF21 were upregulated (Fig. 5E–H).

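A list of 30 target genes of ATF4 and CHOP and one of 29 tested target genes of ATF6 and XBP1, both hand-written, took the place of the hallmark set. In MB468 at 12 h, the ATF4 and CHOP targets had a median log2 fold change of 0.41 (adjusted p = 0.00406 from camera, two-sided; 0.00426 with the replicate block) and ranged from -0.95 for ASNS to 4.40 for CHAC1, with 19 called higher and 8 lower over all genes and 27 called over the list alone. Estimating the correlation between the genes of the list, in place of 0.01, left it short of the threshold (adjusted p = 0.372 from camera). The ATF6 and XBP1 targets had a median of -0.01 (adjusted p = 0.607 from camera; 0.610 with the block), with 12 called higher and 13 lower. In MB468res-R8 at 12 h the ATF4 and CHOP targets fell, with a median of -0.55 (adjusted p = 2.80e-06 from camera; 2.50e-06 with the block; 0.111 with the estimated correlation), 23 called lower and 4 higher. Compared at 12 h, MB468 stood above MB468res-R8 by a median of 1.21 (adjusted p = 1.31e-09 from camera; 1.23e-09 with the block). The difference between the lines in the 12 h response had a median of -0.87 for these targets (adjusted p = 1.95e-11 from camera; 1.64e-11 with the block) and -0.03 for the ATF6 and XBP1 targets (0.818; 0.829 with the block). At 2 h in MB468 the ATF4 and CHOP targets had already risen by a median of 0.22 (adjusted p = 1.61e-14 from camera; 1.75e-14 with the block), which became -0.20 under spike-in scaling, against a shift of all genes to -0.42.

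**Figure D3:**
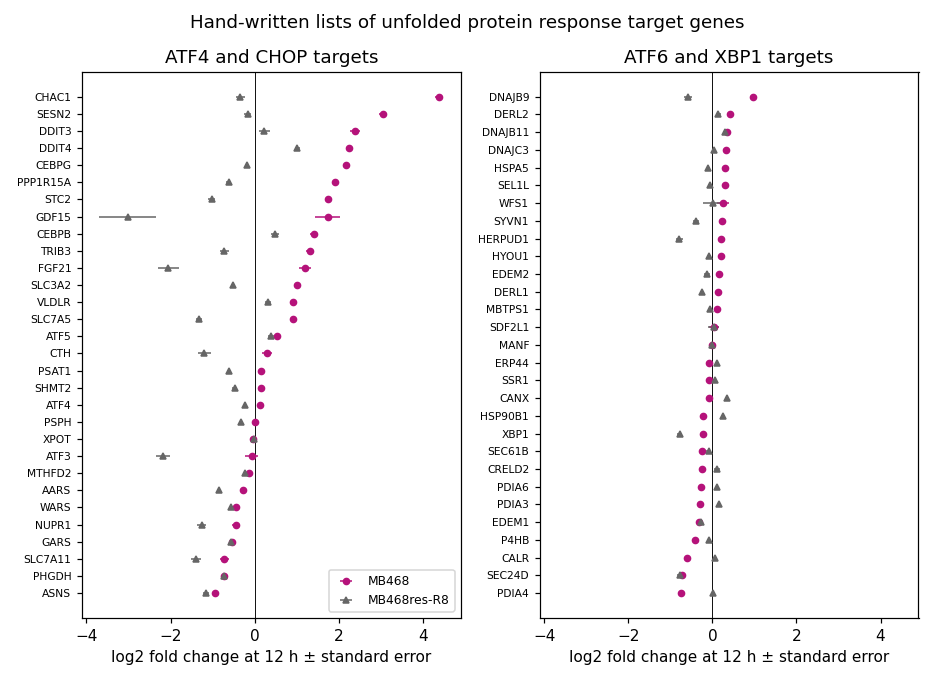
Log2 fold change ± standard error between 0 h and 12 h of each tested gene of the hand-written lists, with MB468 as circles and MB468res-R8 as triangles (n = 3 libraries per group). CHAC1 rises by 4.40 in MB468 and ASNS falls by 0.95 at the other end of the ATF4 and CHOP list.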

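GADD34 (PPP1R15A, chromosome 19, 48872421 to 48876058) had 1426 ± 72.8 normalized counts in MB468 at 0 h, 3404 ± 238 at 2 h, and 5309 ± 112 at 12 h. Its log2 fold change was 1.26 at 2 h (standard error 0.0524, adjusted p = 1.21e-21) and 1.90 at 12 h (standard error 0.0510, adjusted p = 1.39e-29) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In MB468res-R8 it had 1395 ± 63.2, 1297 ± 50.6, and 911 ± 32.6 normalized counts, with a log2 fold change of -0.10 at 2 h (adjusted p = 0.415 from edgeR's quasi-likelihood test) and -0.62 at 12 h (2.15e-12). FGF21 (chromosome 19, 48755524 to 48758330) went from 130 ± 4.16 normalized counts in MB468 to 277 ± 53.5 at 2 h and 297 ± 23.8 at 12 h (log2 fold changes 1.08 and 1.20). In MB468res-R8 it went from 72.5 ± 15.3 to 77.9 ± 16.7 and 17.0 ± 3.39 (0.18 and -2.05). The difference between the lines was -1.36 at 2 h and -2.52 at 12 h for GADD34 and -0.90 and -3.25 for FGF21, with adjusted p of 3.12e-17, 3.92e-27, 0.0270, and 1.63e-11 from edgeR's quasi-likelihood test. In the block fit the 12 h log2 fold changes in MB468 were 1.90 and 1.20. With each library left out in turn, they stayed between 1.86 and 1.91 for GADD34 and between 1.12 and 1.24 for FGF21. Each gene's 12 h libraries in MB468 lay above its 0 h libraries (exact two-sided permutation test, p = 0.1, the smallest possible with 3 against 3).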

To understand the response of CHOP and ASNS, quantitative PCR was performed on MB468 and MB468res-R8 cells cultured in Met+, Met-Hcy+, or Met+Hcy+ medias. Cells were also treated with the ER stress inducing agent thapsigargin as a positive control (Fig. 5G, H). CHOP is a multifunctional transcription factor that responds to a wide variety of cellular stresses and is well-known to be upregulated during UPR and ER stress responses (52). As expected, CHOP was upregulated in response to thapsigargin in both MB468 and MB468res-R8 (Fig. 5G). Interestingly, CHOP was also upregulated in MB468, but not MB468res-R8, cells when cultured in Met-Hcy+ media. Furthermore, ASNS is transcriptionally regulated by activating transcript 4 and CHOP during the UPR and amino acid response (53, 54). While ASNS expression levels are moderately elevated in response to thapsigargin in both MB468 and MB468res-R8, a 2-fold upregulation is observed in MB468 cultured in Met-Hcy+ media (Fig. 5H). Both CHOP and ASNS upregulation is observed during Met stress in MB468 cells, suggesting full or partial activation of multiple stress response pathways, including ER stress, UPR, and the amino acid response.

## Discussion

We monitored lipid species during the initial phases of Met stress response in triple negative breast cancer cells MDA-MB-468. This cell line has been selected as a model because genetically largely identical, but Met-independent derivatives MB468res-R8 have been developed (4, 30, 31). We found extensive and fast lipid remodeling in response to Met stress in the breast cancer cell line MB468. We show an immediate, global decrease in lipid abundances with the exception of single unsaturated triglycerides, that was specific for Met-dependent cancer cells. Furthermore, lipid content per cell increases in response to Met stress specifically in MB468 but not MB468res-R8 cells. Gene expression changes are observed as a later response, indicating an overall decrease in FA metabolic genes and an upregulation of specific genes downstream of the unfolded protein response pathway, which was not observed in Met-independent cells.

Interestingly, numerous reports indicate that Hcy influences triglyceride biosynthesis and export, ER stress and UPR induction, and gene expression in cardiac and hepatic systems (55, 56, 57). Here, we see a comparable response profile in a cancer-specific setting that investigates the cell proliferation arrest and apoptosis when cancer cells are shifted to Met-Hcy+ medium. Notably, these effects of Hcy medium on cancer cells is not related to the presence of Hcy, but a manifestation of changed remodeled metabolism when Met is replaced by Hcy (6). This is also evident from UPR induction studies where addition of Hcy to MET containing medium has no effect on CHOP or ASNS induction, whereas Met-Hcy+ medium leads to CHOP and ASNS induction (Fig. 5G, H).

We have previously reported that Met stress in breast cancer cells can be rescued with SAM supplementation, suggesting that the impact on the one-carbon cycle and cellular methylation is causing a major cellular stress (30). We therefore expected to see an impact of PC levels because methylation of PE is hampered. However, we did not observe any change in the PC/PE ratio, but rather fast reduction of both phospholipid species specifically in MB468 cells. Our previous metabolite tracing studies suggested that cancer cells redirect Hcy to the transsulfuration pathway to increase the synthesis of glutathione and compensate for increased oxidative stress under these growth conditions (1, 4). We also observed an increase in lipid oxidation based on fluorescence lifetime imaging studies (4). We therefore hypothesize that the very rapid loss of several lipid species in MB468 cells may be because of a burst in lipid oxidation, which removes these species from detection by our mass spectrometric approach. We believe this is a likely scenario because lipid synthesis is rapidly increasing during this early phase of Met stress and is in fact more active in MB468 than in MB468res-R8 cells.

The robust effect on lipid content and the rapid change early after cancer cells were shifted to Hcy medium was surprising. Most of these effects are much earlier than gene expression effects are observed. It is therefore likely that the lipid composition in cancer cells during Met stress is a direct effect of the remodeled metabolism we observed in previous studies (4). Additional changes we observed in transcription profiles, lipid droplet accumulation, and UPR induction are likely adaptations or consequences of the initial impact by metabolic remodeling to adjust to Met stress. Future studies will be important to dissect signals that induce these adaptive changes to fully understand the role of lipid metabolism in the cancer-specific metabolic dependence on methionine.

## Data availability

All data are contained within the article—lipidomic results are attached as supplemental data. RNA-sequencing data and results have been deposited in the NCBI Gene Expression Omnibus (GEO) with accession number GSE155955.

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Lipid remodeling in response to methionine stress in MDA-MBA-468 triple-negative breast cancer cells
**Source:** J Lipid Res. 2021 Feb 26;62:100056. doi: 10.1016/j.jlr.2021.100056
**Supplement:** Supplemental Fig. S1

SUPPLEMENTAL INFORMATION:

**Lipid remodeling in response to methionine stress in MDA-MBA-468  
triple-negative breast cancer cells**

Stacey L. Borrego <sup>1</sup>, Johannes Fahrman <sup>2,3</sup>, Jue Hou <sup>4</sup>, Da-Wei Lin <sup>1</sup>,

Bruce J. Tromberg <sup>4,5</sup>, Oliver Fiehn <sup>2</sup>, Peter Kaiser <sup>1</sup>

Houston, TX

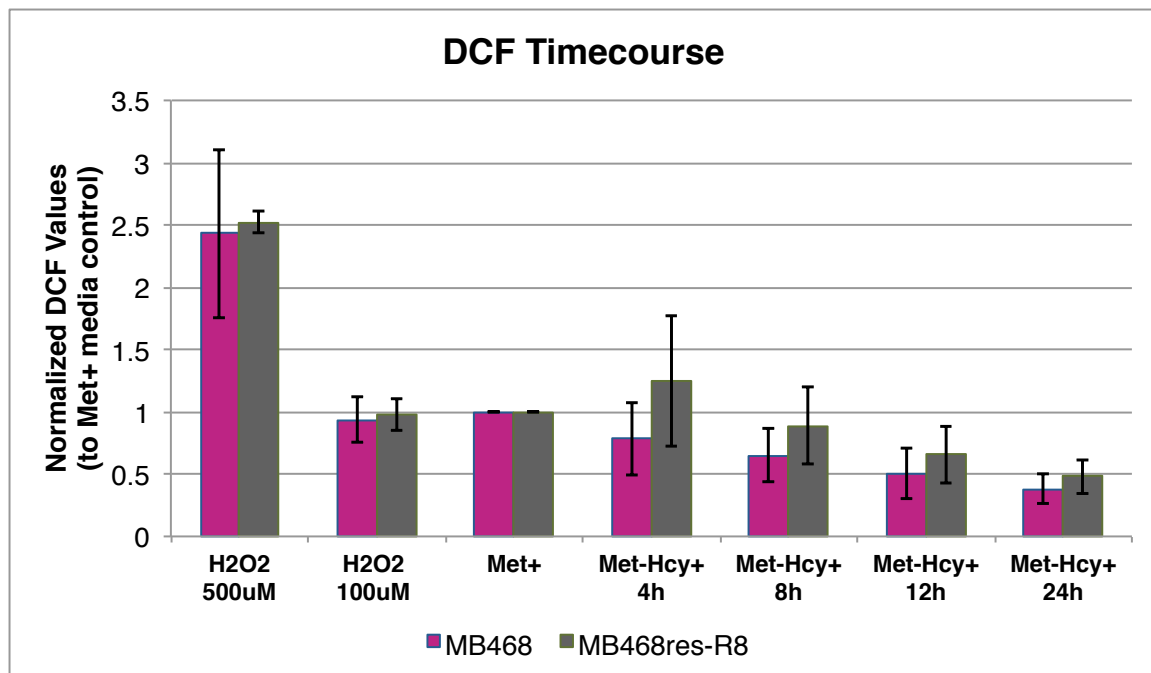

**Supplemental Figure S1: Measure of reactive oxygen species in MB468 and MB468re-R8 cells**

ROS levels were assessed by flow cytometry using the general oxidative stress indicator chloromethyl-H2DCFDA (Invitrogen, C6827) per manufacturer's instructions. Cells were cultured with hydrogen peroxide (H<sub>2</sub>O<sub>2</sub>) as positive controls, Met+ media as experimental control, and Met-Hcy+ media. The data represented are the medians of 3 experiments normalized to the median of Met+ control sample +/- standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

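RNA was measured in 24 libraries, 3 from each of 8 groups: MB468 and MB468res-R8 cells in Met+ medium (0 h) and at 0.5, 2, and 12 h in Met-Hcy+ medium. The paper reports 0, 2, and 12 h. No library comes from cells kept in Met+ medium for 12 h, so the response at 12 h includes whatever else changes with time in culture, and the difference between the lines cancels only what both share. The quantitative PCR, lipidomics, and microscopy measurements are not analysed here.

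The authors aligned single-end 100 bp reads of poly(A) RNA with HISAT2 to GRCh38/hg38 joined with the spike-in sequences and counted them per gene with featureCounts in Rsubread, and the deposited count table holds raw counts of 26645 gene entries and 92 spike-ins in 24 libraries. The deposited signal table holds the authors' counts divided by a DESeq2 size factor per library, for 18 libraries and 12814 entries whose lowest raw count over the 24 libraries was 6. The deposited table of results holds the log2 fold change of a coefficient of the authors' DESeq2 model for 12812 entries. Its score columns, deposited by the authors, are the standard error of that coefficient and the test statistic. Its deposited p-value columns hold the p of the authors' DESeq2 test and its adjusted form, and the unadjusted p equals the tail of a chi-square with 2 degrees of freedom at the statistic. The paper's text does not give the model formula, the threshold, or the settings of RUVSeq. Differences between the lines were also formed from group means of the authors' normalized counts. The coefficient correlated with that at 12 h at 0.9955 and with that at 2 h at 0.2459, and was taken to be the former. Since both come from the authors' data, this identifies the coefficient and is no check of the edgeR results. Of the authors' 7764 calls that were tested here, 7260 were called for the 12 h difference, as were 674 of their 5010 non-calls.

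Raw counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. Spike-ins were left out, edgeR's filterByExpr (minimum count 10, minimum total 15) kept 14741 genes, TMM factors scaled the libraries, and a quasi-likelihood model with robust dispersions and a mean per group gave each comparison. Normalized counts are counts divided by the TMM effective library size and multiplied by the mean effective size. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and counts of genes that also changed 2-fold are given beside. Difference between the lines means the response of MB468res-R8 minus that of MB468, tested as a contrast of the same model.

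Gene lists were written by hand, since the hallmark and gene ontology collections were not used here. They held 28 tested genes for FA synthesis, 35 for beta-oxidation, 30 for ATF4 and CHOP targets, 29 for ATF6 and XBP1 targets, and 24 for sterol synthesis, and were tested with limma's camera on voom values at an inter-gene correlation of 0.01, adjusted over 25 tests. Further comparisons of these lists (25 tests) and lists of 15 methionine cycle, 29 cell cycle, and 21 phospholipid synthesis genes (15 tests) were added after the data were seen. Single values were compared with exact two-sided permutation tests, whose smallest p for 3 against 3 is 0.1. Genes are named by a rule: those of Table 2, GADD34, FGF21, CHOP, and ASNS, members of the lists, and for each comparison 3 per direction, by log2 fold change at 0 h and 12 h (with at least 1 CPM and groups that do not overlap) and by p at 0.5 and 2 h.

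The comparisons, tests, gene rule, lists, and the alternatives that follow were chosen before the data were examined. These alternatives were DESeq2's size factors, spike-in totals as library sizes, a spike-in factor as a covariate, no low-count filter, at least 10 counts in every library, DESeq2's Wald test, fits to fewer libraries, the replicate number as a block, an adjusted p of 0.01, an estimated inter-gene correlation, 10000 random lists matched on expression, ratios of the deposited normalized counts, and leaving out each library in turn. A residual factor and a correction for GC content and length were added after the data were seen. The replicate number comes from the library names, and whether it marks libraries handled together is not stated.

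The code was tested on simulated data with 14453 genes, 200 of them changed: 100% of these were called, 5.66% of calls were unchanged genes, 0 genes were called in an unchanged contrast, and estimated and true log2 fold changes correlated at 0.9985. Camera gave a p of 1.54e-157 for 30 lowered genes and 0.42 for 30 unchanged ones. Depth varied between libraries, and thinning every library to 11713037 counts left 7476 of the 8336 calls in number for the 12 h difference, 564 of 747 at 2 h, and 351 of 428 at 0.5 h. Coordinates, lengths, and GC content come from GENCODE on GRCh38, which has 25070 of the 26645 gene entries, and whose release need not be the authors'.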

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

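Of the tests in this part, those of the numbers of genes by GC content and length, spike-in scaling, a hidden factor, the highest genes, mislabelled libraries, exchanged time labels, and the change of medium were chosen only after the result was seen.

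The libraries at 0.5 h are not reported in the paper, and they hold a large response: 5000 genes were called in MB468 and 4967 in MB468res-R8. With each library's trend on GC content and transcript length removed the numbers were 5298 and 5226, and with the first residual component as a covariate 5658 and 5584. Thinned to the smallest library, 4351 and 4228 genes were called, of which 4103 and 4037 were among the first. The share of counts on the 10 highest genes differed between the groups by at most 0.311 and 0.217 percentage points, and 0 libraries lay nearer the mean of another group. An exchange of the 0.5 and 2 h labels was tested on Table 2: the paper's 2 h values lay 0.0142 (median absolute log2 distance) from the MB468 libraries labeled 2 h and 0.204 from those labeled 0.5 h. In MB468res-R8 the paper prints no such values, and 0 of the deposited normalized libraries labeled 2 h departed from the raw ones, which leaves the label untested there. Spike-in totals as library sizes left 3287 and 2023 genes, with the median of all genes at -0.20 and 0.04. The spike-in share varied between replicates (0.2503 ± 0.0245% and 0.2599 ± 0.0399%, SD, n = 3), which costs precision. The drop thus does not tell whether the calls depend on scaling by genes. The responses of the lines at 0.5 h correlated at 0.629, and no library comes from a change into the same medium, so the response cannot be told apart from the change of medium itself.

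ATF4 and CHOP targets rose at 0.5 h by a median of 0.18 in MB468 and 0.14 in MB468res-R8. With the inter-gene correlation estimated, neither rise passed camera (adjusted p of 0.391 and 0.458). After correction for GC content and length the medians were 0.15 and 0.17, and after thinning 0.18 and 0.16. With spike-in scaling the median was -0.04 in MB468, above the median of all genes there of -0.20, and 0.19 in MB468res-R8, above 0.04. PPP1R15A (GADD34) rose by 0.83 in MB468 and 0.81 in MB468res-R8 (0.88 and 0.88 corrected, 0.79 and 0.79 thinned), FGF21 by 1.50 and 1.53 (1.55 and 1.59; 1.47 and 1.82), and DDIT3 (CHOP) by 1.98 and 1.53 (2.00 and 1.55; 2.13 and 1.60). For each of the 3 genes all 3 libraries at 0.5 h lay above all 3 at 0 h in both lines. A response of these genes to the loss of Met is a candidate explanation that the medium change leaves open.

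The responses of the lines differed when the difference itself was tested, for 428 genes at 0.5 h, 747 at 2 h, and 8336 at 12 h. The numbers were 682, 1029, and 8621 after correction for GC content and length, 739, 1155, and 8737 with the residual component, and 351, 564, and 7476 after thinning, of which 310, 513, and 7166 were among the first. Spike-in scaling gave 101, 931, and 5797, and at 0.5 h the drop leaves the scaling, or precision lost with it, as an explanation. It moved the shares of called genes higher in MB468res-R8 from 41.4%, 43.2%, and 46.3% to 79.2%, 93.0%, and 69.9%. The direction of the differences thus depends on the scaling at each time. These comparisons share MB468 at 0 h, the group with the lowest spike-in share, so their shifts are not separate observations. The share of the 10 highest genes differed by 0.596, 0.444, and 1.15 points, and 0 libraries lay nearer another group. Mixing with RNA of the other line was tested on genes that are on in the other line and off at 0 h, whose median level was at most 0.698%, 1.02%, and 0.97% of the other line's. Here the design gives a biological candidate, the lines' different need for Met, and for the 12 h response it may be held as a hypothesis. The splits of the libraries are too few to exclude a regrouping, as given below.

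At 12 h the lists differed between the lines by a median of 0.49 for FA synthesis (0.48 corrected for GC content and length, 0.56 thinned), 0.36 for beta-oxidation (0.28; 0.39), -0.87 for ATF4 and CHOP targets (-0.90; -0.80), 0.89 for sterol synthesis (0.81; 0.97), 0.46 for the cell cycle (0.44; 0.47), and 0.33 for phospholipid synthesis (0.31; 0.43). Each of these kept its sign with spike-in scaling, against a shift of all genes of 0.20. At 0.5 h and 2 h the ATF4 and CHOP targets differed by -0.0541 (-0.0653; -0.0484) and -0.0834 (-0.101; -0.0971). With each library left out in turn, these medians ran from -0.0942 to -0.000573 at 0.5 h and from -0.136 to -0.0207 at 2 h. With the inter-gene correlation estimated, neither passed camera (adjusted p of 0.458 and 0.362). With spike-in scaling the medians became 0.21 and 0.29, against shifts of all genes of 0.26 and 0.38, so the targets stayed below the other genes while the sign changed. Of the 28 genes of Table 2, 24 differed between the lines at 12 h, 23 after the correction and 23 after thinning. The paper chose these genes by their change in MB468 in these data, which favors such a difference.

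The difference between the lines at 2 h was -1.36 for PPP1R15A (GADD34) (-1.38 corrected for GC content and length, -1.29 thinned), -0.90 for FGF21 (-0.91; -0.71), and -1.68 for DDIT3 (CHOP) (-1.68; -1.84). At 12 h it was -2.52 (-2.42; -2.41), -3.25 (-3.29; -2.89), and -2.17 (-2.39; -2.17). The correction removes what genes of like GC content and length share, which was small beside these differences, and not a bias of a single gene. Thinning tests precision and leaves a fold change in place on average, here and for the lists above, so it says little about their source, which remains open.

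Other splits of the libraries were compared with the real one, among those that part all same-numbered pairs. For each of the 16 numbers of genes from comparisons of 2 groups, 1 of the 4 splits, the real one, was as large, and the others gave 0 or 1 genes. For list tests, 1 of 4 splits was as large in 19, 2 of 4 in 17, 3 of 4 in 7, and 4 of 4 in 4. For the difference between the lines, the splits as large numbered 1 of 16 for the genes at 0.5 h and at 12 h, 3 of 16 at 2 h, and with the 2-fold requirement 3, 4, and 1 of 16 at 0.5, 2, and 12 h; other splits gave up to 232, 801, and 5850 genes. These others are not free of real effects, since a split that exchanges libraries in one line only keeps the other line's response. Splits that exchange libraries in both lines gave 0 or 1 genes, but their groups mix conditions, so a real response widens the spread within them. For the lists at 12 h the number was 1 of 16 for ATF4 and CHOP targets, sterol synthesis, and the cell cycle, 4 of 16 for FA synthesis and beta-oxidation, 5 of 16 for phospholipid synthesis, 7 of 16 for the methionine cycle, and 15 of 16 for ATF6 and XBP1 targets. At 2 h it was 2, 11, 4, 10, and 5 of 16 and at 0.5 h 4, 16, 3, 12, and 12 of 16 for FA synthesis, beta-oxidation, ATF4 and CHOP targets, ATF6 and XBP1 targets, and sterol synthesis. Neither 4 nor 16 splits can give a share under 0.05 whatever the data, so the number of libraries fixes this outcome, and by this share none of these results can be told apart from a grouping by chance or shown to be one. In comparisons of 2 groups the other splits also mix libraries of both groups, so a real difference widens the spread within them. Their 0 or 1 genes are therefore no measure of what chance gives.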

How the results depend on the processing

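The residual factor and the correction for GC content and length were chosen only after the result was seen, as were the alternatives for lists and genes outside the plan. For the lists added later, alternatives are given only where the list passed the threshold, a limit set after the values were seen.

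The replicate block kept all 69 main results and 108 others on their side of the threshold, within the spread, or, for numbers of genes, within 1.5 times, and DESeq2's size factors (44 and 97), DESeq2's Wald test (22), the spike-in factor (22, also with the block), and the 18 libraries at 0, 2, and 12 h (16) did so too; shares of higher genes that shifted within such numbers are given below. The cause of the changes below was not tested.

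At an adjusted p of 0.01 in place of 0.05, 1580 genes were called in MB468 and 392 in MB468res-R8 at 2 h, and 232 and 431 for the difference at 0.5 and 2 h. Without a low-count filter, 108 genes passed with 2-fold in MB468res-R8 at 2 h, and 95 (37 higher and 58 lower) and 197 for the difference at 0.5 and 2 h. With at least 10 counts in every library, 831 passed with 2-fold between the lines at 0 h, 303 and 158 in MB468 at 0.5 and 2 h, and 340 and 861 in MB468res-R8 at 0.5 and 12 h. The residual factor gave 739 and 1155 genes for the difference at 0.5 and 2 h, and the correction for GC content and length 682 at 0.5 h. In MB468res-R8 at 2 h the 2-fold changes were 33 higher and 6 lower at an adjusted p of 0.01, 34 and 4 with at least 10 counts, and 37 and 7 with DESeq2's Wald test, against 41 and 16.

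Among genes with a mean log2 CPM of at least 5, the lines' responses correlated at 0.901, 0.511, and 0.460 at 0.5, 2, and 12 h, and fitted to the compared libraries alone at 0.690 and 0.256 at 0.5 and 2 h. The first components held 45.7% and 31.5% with all tested genes, and the second 19.4% with all 24 libraries. With the inter-gene correlation estimated, the ATF4 and CHOP targets in MB468 (0.41) and MB468res-R8 (-0.55) at 12 h no longer passed, nor did 10 of the list results added later. Among those were the ATF4 and CHOP targets in both lines at 0.5 h, in MB468res-R8 at 2 h, and for the difference at 0.5 and 2 h. The others were the ATF6 and XBP1 targets in MB468res-R8 at 2 h and the cell cycle in both lines at 12 h. Phospholipid synthesis at 12 h, in MB468 and for the difference, completed them. Random lists left 3 of the 10 short as well, the ATF6 and XBP1 targets and both cell cycle results. Ratios of the deposited normalized counts put 30.8% of FA synthesis genes at 2-fold lower. Depth limits how many genes are called: thinning to the smallest library left 351 of 428 in number for the difference at 0.5 h, 564 of 747 at 2 h, and 7476 of 8336 at 12 h. No alternative set in advance was left unrun.

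Spike-in scaling kept 37 of the main results and 89 others and changed the following. Shifts of all genes in MB468, between the lines at 0 h, and for the difference share MB468 at 0 h, whose spike-in share was lowest. It called 3287 genes in MB468 at 0.5 h (459 higher and 2828 lower), 9511 at 2 h (240 and 9271; 522 with 2-fold, 99 and 423), and 2538 higher and 5922 lower at 12 h (649 and 1954 with 2-fold). In MB468res-R8 it called 2023, 180, and 5887 genes at 0.5, 2, and 12 h. Between the lines at 0 h, 453 and 1127 passed with 2-fold. For the difference it called 101 genes at 0.5 h (80 and 21; 26 and 13 with 2-fold), 866 and 65 at 2 h (164 with 2-fold, 133 and 31), and 4052 and 1745 at 12 h (1024 and 759 with 2-fold). In MB468 at 0.5 h the 2-fold changes were 128 and 467. The median log2 fold changes in MB468 at 2 h became -0.46 for FA synthesis, -0.43 for beta-oxidation, -0.20 (reversed) for ATF4 and CHOP targets, -0.41 (reversed) for ATF6 and XBP1 targets, and -0.46 for sterol synthesis. All genes shifted to -0.42 there. The ATF4 and CHOP targets thus stayed above the other genes, and the ATF6 and XBP1 targets lay level with them. In MB468 at 12 h the list medians became -0.91, -0.74, 0.17, -0.24, and -1.91, with all genes at -0.23. For the difference at 12 h the list medians became 0.74, 0.62, -0.61, 0.25 (reversed), and 1.15, with all genes at 0.20. Between the lines at 12 h beta-oxidation had -0.29 and sterol synthesis -0.44. The ATF6 and XBP1 targets reversed to 0.0113 in MB468res-R8 at 12 h and to -0.0112 at 2 h. The ATF4 and CHOP targets reversed to -0.0363 in MB468 at 0.5 h and to 0.21 and 0.29 for the difference at 0.5 and 2 h. ASNS in MB468 fell by 0.45 at 2 h, now past the threshold, and reversed to -0.20 at 0.5 h. ACADM in MB468 at 2 h reversed to -0.39 and DDIT3 in MB468res-R8 at 2 h to -0.0033. Of Table 2, 0 genes lay between 0.9 and 1.1 at 2 h. Of the FA synthesis and beta-oxidation genes 42.9% and 31.4% fell 2-fold. Between the lines at 0 h, 1144 genes were called higher and 6495 lower. In MB468 at 2 h FASN, ELOVL6, ACLY, CRAT, and ACADS newly passed the threshold. Their log2 fold changes, from -0.43 to -0.57, stood beside -0.42 for all genes. CHAC1 in MB468res-R8 at 2 h fell short of the threshold. The lists and comparisons added later had 5 further medians that moved.

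The fits that each left out one library changed the sign, side of the threshold, or size of the results given here as ranges over those fits. The correlation of the lines at 0.5 h ran from 0.59 to 0.62. In MB468res-R8 at 2 h, the called genes ran from 348 to 667 and those with 2-fold from 31 to 63, the fewest being 26 higher and 5 lower. The median of beta-oxidation in MB468 at 2 h ran from -0.0161 to 0.00997, and that of FA synthesis in MB468res-R8 at 12 h from -0.13 to -0.0712, passing the threshold in 2 fits. The ATF6 and XBP1 targets at 12 h ran from -0.0479 to 0.00257 in MB468, from -0.0603 to 0.0405 in MB468res-R8, and from -0.0919 to 0.019 for the difference. In MB468, ASNS ran from -0.0387 to 0.0878 at 0.5 h and from -0.0906 to 0.0379 at 2 h, FASN from -0.0602 to 0.048 at 2 h, and CRAT from -0.13 to 0.037 at 2 h. In MB468res-R8, ASNS ran from -0.12 to 0.0256 at 0.5 h and from -0.0113 to 0.13 at 2 h, FGF21 from -0.0233 to 0.32 at 2 h, and DDIT3 (CHOP) from -0.0806 to 0.11 at 2 h and from 0.16 to 0.32 at 12 h. ELOVL6 in MB468 at 2 h passed the threshold newly in 1 fit, and the ATF6 and XBP1 targets in MB468res-R8 at 2 h fell short of it in 2 fits.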

Differences from the paper's values

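No test of a cause was chosen for this part, before or after the result was seen. Of 74 values of the paper compared, 56 of them fold changes of Table 2, 2 differed, none of them from Table 2. A value counts as differing when it is more than 1.5 times the other and the gap exceeds the spread between replicates. The share of FA synthesis genes at least 2-fold higher in MB468 at 12 h, 3.57% here and 5.6% in the paper, met the first condition and not the second (jackknife spread over left-out libraries 3.99). The largest ratio between a Table 2 value of the paper and the value here was 1.056 at 12 h and 1.025 at 2 h.

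The paper's percentage of beta-oxidation genes at least 2-fold higher in MB468 at 12 h is 2.3, and 0% of the 35 tested genes of the hand-written list, which is not the paper's gene ontology term, were. The alternatives set before the data were examined (DESeq2's size factors, spike-in scaling, the replicate block, ratios of the deposited normalized counts, and each library left out) all used that list, gave 0%, and did not close the gap. SESN2, the gene that rises under beta-oxidation in Table 2, is not in the hand-written list and rose 8.30-fold here (8.10 in the paper).

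The second principal component holds about 38% of the variance in Fig. 5A, read by eye, and 25.0% here. Of the alternatives set before the data were examined, all tested genes (31.5%), unit variance (27.6%), and the fits without a library that gave between 25.4% and 27.7% had values within 1.5 times the paper's. The log2 of CPM plus 1 (24.0%), all 24 libraries (19.4%), and the fits without a library that gave between 23.4% and 24.6% did not.

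The paper states that ASNS rises in MB468 after Met is replaced, measured by quantitative PCR against a Met+ culture of the same age. In the RNA-seq counts ASNS fell by 0.95 on the log2 scale in MB468 and by 1.15 in MB468res-R8 between 0 h and 12 h.

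The paper describes expression changes as following prolonged culture. It cites Fig. 5A and the fold changes of Table 2 for this, whereas calls here need no minimum fold change. At 2 h, 2410 genes were called in MB468, and 250 of them changed at least 2-fold, against 2351 at 12 h. At 0.5 h, a time the paper does not report, 5000 were called and 502 changed at least 2-fold. That early response cannot be told apart from the change of medium itself.

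The paper states, from quantitative PCR, that CHOP does not rise in MB468res-R8. In the RNA-seq counts DDIT3 (CHOP) rose there by 1.53 at 0.5 h, a time the paper does not report, and had log2 fold changes of 0.0388 at 2 h and 0.23 at 12 h.

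The paper states that expression changes are specific to each cell line, and its Fig. 5A legend also describes a similar response of both lines. Of the 7029 genes called in both at 12 h, 5323 moved in the same direction and 1706 in opposite directions. Genes called in one line alone numbered 3401 in MB468 and 2007 in MB468res-R8, and the difference between the lines was called for 8336, so the responses were in part shared and in part specific.

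The paper states that FA metabolism genes are lower in MB468 than in MB468res-R8 at 12 h. The hand-written FA synthesis list, with a median of -0.25, did not pass its test in that comparison, and CRAT was higher in MB468 by 1.61. The beta-oxidation list did pass there, lower in MB468 as the paper states, with a median of -0.36 and 26 genes called lower and 5 higher.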

Other observations

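The tests in this part of the passing rise at 0.5 h and of families of housekeeping genes were chosen only after the result was seen. The idea about alternate contigs came from a few widely used genes seen with almost no counts, such as PRPF8, and families of the genes seen were then removed from the housekeeping test.

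DDIT3 (CHOP) had 80.9, 325, 268, and 431 normalized counts on average in MB468 at 0, 0.5, 2, and 12 h and 101, 295, 103, and 119 in MB468res-R8. ASNS had 8010, 8130, 7808, and 4135 in MB468 and 4947, 4747, 5099, and 2228 in MB468res-R8. MAT2A had 8769, 6989, 18330, and 34510 in MB468 and 9422, 6634, 17540, and 14700 in MB468res-R8.

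Cell cycle genes had a median log2 fold change of -0.20 in MB468 and 0.15 in MB468res-R8 at 12 h, with 18 of 29 called lower and 6 higher in MB468 and 6 lower and 15 higher in MB468res-R8. Phospholipid synthesis genes had -0.33 and -0.04, and methionine cycle genes -0.15 and -0.33. Between 0.5 h and 2 h, 16 of the 30 ATF4 and CHOP targets fell in MB468res-R8, with a median of -0.0363, and the list fell relative to other genes (camera, two-sided, unadjusted p = 0.00873). PPP1R15A (GADD34) went from 2446 normalized counts at 0.5 h to 1297 at 2 h and FGF21 from 206 to 77.9. Against 0 h the list at 2 h still had a median of 0.0702, with 26 of 30 genes higher. With each library left out in turn this median ran from 0.0267 to 0.127. With the inter-gene correlation estimated it did not pass camera (adjusted p = 0.458). The rise may thus have passed by 2 h for GADD34 and FGF21 and in part for the list.

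Of the 712 protein-coding genes whose transcript matched an alternate contig over more than 90% of its bases, 603 had a mean under 1 CPM, against 6505 of 18383 others, an odds ratio of 10.1 (Fisher's exact test, two-sided, p = 2.43e-156). Within 29 families of housekeeping genes it was 15 of 23 against 66 of 765, an odds ratio of 19.7 (Fisher's exact test, two-sided, p = 1.09e-10), so tissue-restricted families lying there explain it less well. Reads that align to both copies may have been left uncounted, and low counts of such genes could reflect the reference. No biological explanation was tested.

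MB468 at 2 h replicate 2 had 8251 counts on RN7SK, 3733 on RMRP, and 12677 on RNA18S5, and the 28 histone genes stood 3.29 above the mean of the other replicates on the log2 scale, all 28 of them above both. The other replicates differed from each other by 0.0587. Incomplete selection of poly(A) RNA in that library is a candidate explanation, and no biological one was tested. Its replicates also differed most, with a chi-square per gene of 8.31 between replicates 2 and 3, against 2.26 for the closest pair of all groups.

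At 0 h, the log2 differences of neighboring genes between the lines correlated at 0.264 (one-sided permutation p = 1e-04, the smallest that 10000 shuffles can give). The 12 h responses of MB468 and MB468res-R8 gave 0.0329 and 0.104 (p of 0.0054 and 1e-04 from the same permutation test). Neighboring genes thus shifted together in these responses too, though more weakly. Windows of 40 genes were ranked by their median, and those given here are among the largest. On chromosome 7 from 17298652 to 35915763 all 40 genes of the window were higher in MB468res-R8, with a median of 0.87, and on chromosome 1 from 8861000 to 16398145 38 of 40 were, with 1.02. On chromosome 20 the median was -0.33 with 14.5% of genes higher, and on chromosome 13 it was -0.24 with 21.5%. Copy number differences between the lines may underlie part of the expression differences at 0 h; no measure of copy number was used here.

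Libraries deviated from their group means along a shared axis that held 31.5% of the residual variance. GC content and length explained 67.7% of the variance of the genes' loadings (r with GC content 0.814), and the scores did not follow depth (r = -0.00795, permutation p = 0.97; Spearman rho 0.0217, permutation p = 0.921). A technical bias by GC content is a likely source, and no biological explanation was tested.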
